# HDAC3 maintains oocyte meiosis arrest by repressing amphiregulin expression before the LH surge

**DOI:** 10.1038/s41467-019-13671-8

**Published:** 2019-12-16

**Authors:** Huarong Wang, Han Cai, Xiao Wang, Meiling Zhang, Bingying Liu, Ziqi Chen, Tingting Yang, Junshun Fang, Yanhao Zhang, Wei Liu, Jun Han, Qirui Guo, Hua Zhang, Haibin Wang, Guoliang Xia, Chao Wang

**Keywords:** Reproductive disorders, Reproductive disorders

## Abstract

It is known that granulosa cells (GCs) mediate gonadotropin-induced oocyte meiosis resumption by releasing EGF-like factors in mammals, however, the detailed molecular mechanisms remain unclear. Here, we demonstrate that luteinizing hormone (LH) surge-induced histone deacetylase 3 (HDAC3) downregulation in GCs is essential for oocyte maturation. Before the LH surge, HDAC3 is highly expressed in GCs. Transcription factors, such as FOXO1, mediate recruitment of HDAC3 to the amphiregulin (*Areg*) promoter, which suppresses AREG expression. With the LH surge, decreased HDAC3 in GCs enables histone H3K14 acetylation and binding of the SP1 transcription factor to the *Areg* promoter to initiate AREG transcription and oocyte maturation. Conditional knockout of *Hdac3* in granulosa cells in vivo or inhibition of HDAC3 activity in vitro promotes the maturation of oocytes independent of LH. Taking together, HDAC3 in GCs within ovarian follicles acts as a negative regulator of EGF-like growth factor expression before the LH surge.

## Abstract (web summary)

Before ovulation, a surge of luteinizing hormone (LH) triggers the resumption of meiosis in oocytes, which is mediated by EGF-like growth factors. Here, the authors show that HDAC3 inhibits mouse oocyte maturation by negatively regulating the expression of EGF-like factor before the LH surge.

## Introduction

In mammalian follicles, somatic cells and oocytes constitute an intriguing combination that facilitates mutual signaling and chemical communication to orchestrate oocyte meiotic maturation in response to gonadotropin stimulation^1,2^. Fully grown oocytes are generally arrested at prophase of meiosis I by the accumulation of cyclin AMP (cAMP) produced by G-protein-coupled receptor (GPR3/12) signaling to inhibit the activity of maturation-promoting factor^2^. Prior to the luteinizing hormone (LH) surge, follicle-stimulating hormone (FSH) promotes the secretion of natriuretic peptide precursor type C (CNP/NPPC) from mural granulosa cells (mGCs) to maintain oocyte meiosis arrest via the regulation of cyclin GMP (cGMP) produced by cumulus cells^3^. cGMP enters oocytes via gap junctions to evoke meiosis arrest by inhibiting PDE3A activity, which specifically degrades cAMP^4,5^.

When the LH surge occurs, LH decreases NPPC/NPR2 expression levels, thereby blocking cGMP synthesis. Simultaneously, LH stimulates mGCs to secrete epidermal growth factor (EGF)-like growth factors, especially amphiregulin (AREG), epiregulin, and beta-cellulin, which activate EGF receptor (EGFR) signaling in cumulus cells, leading to cGMP degradation in response to PDE5 activation and NPR2 inactivation and resulting in cumulus expansion and oocyte maturation. Finally, LH terminates GC proliferation and induces GC luteinization by activating extracellular signal-regulated kinase 1/2 signaling^6^. The molecular regulatory mechanism of the sex hormone-controlled expression of NPPC and its receptor (NPR2) in response to FSH/LH induction in vivo has been reported^7,8^. However, the signaling pathway downstream of LH receptor involved in regulating EGF-like growth factor expression and release has not yet been characterized.

Although epigenetic modifications are important for germ cell development^1,9–13^, few reports have assessed the effects of epigenetic modifications in somatic follicular cells on gonadotropin-induced oocyte maturation. One exception is a study showing that the level of histone deacetylase 3 (HDAC3) was increased in GCs retrieved from polycystic ovary syndrome patients who experienced in vitro fertilization (IVF) failure compared with those from patients who experienced successful IVF^14^. HDAC3 belongs to the class I family of HDACs that regulates gene expression by acetylating lysine residues in histone tails^15,16^. Therefore, we hypothesize that HDAC3 levels in GCs may be associated with oocyte maturation quality. In addition, it remains unknown whether this association is related to gonadotropin induction.

Here we demonstrate that HDAC3 inhibits AREG expression through H3K14 deacetylation prior to the LH surge. Conditional knockout and inhibition of HDAC3 in GCs increase AREG expression and result in LH-independent oocyte maturation in mice.

## Results

### HDAC3 negatively regulated oocyte maturation

To investigate the physiological role of HDACs during oocyte maturation in mice, the expression patterns of all of the class I HDACs in growing follicles induced by gonadotropins were studied. HDAC3 was the only HDAC in GCs that was upregulated by FSH but downregulated by LH in vivo and in vitro (Fig. 1a, b; Supplementary Fig. 1a–c), demonstrating its pivotal role in response to gonadotropin induction during oocyte maturation.

**Fig. 1:**
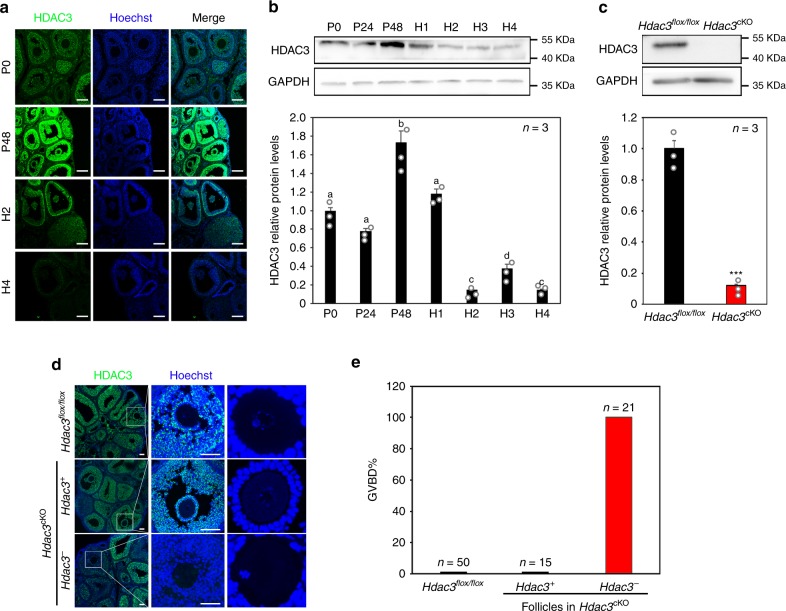
HDAC3 negatively regulated oocyte maturation. **a** HDAC3 (green) levels in GCs decreased dramatically in response to hCG stimulation. Nuclei were dyed with Hoechst (blue). Scale bar = 100 µm. *n* = 3 biologically independent experiments. **b** HDAC3 protein levels were upregulated by PMSG and downregulated by hCG in a time-dependent manner. P48: 48 h after PMSG treatment, equivalent to 48 h after the FSH surge. H1–H4: 1–4 h after hCG treatment, equivalent to 1–4 h after the LH surge. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM, and different letters (a–d) indicate significant differences among groups (two-sided ANOVA test), *P* (a, b) < 0.05, *P* (a, c) < 0.01, *P* (a, d) < 0.01, *P* (b, c) < 0.001, *P* (b, d) < 0.01, *P* (c, d) < 0.05. **c** *Hdac3* knockout efficiency was examined and quantified by western blotting analysis. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 0.00007 determined by the two-sided *t* test. **d** HDAC3 (green) immunostaining in the different mouse models revealed oocyte maturation independent of LH in follicles lacking *Hdac3* expression (*Hdac3*^-^) in GCs, whereas oocytes in *Hdac3*-positive (*Hdac3*^+^) follicles remained in the GV stage, similar to the situation in *Hdac3*^*flox/flox*^ mice. Scale bar = 100 µm. Nuclear DNA in indicated in blue (Hoechst). **e** Oocyte maturation (GVBD) rates in follicles with or without HDAC3 expression in the different mouse genotypes. Source data are provided as a Source Data file.

Then, to investigate the precise ovarian function of HDAC3, a mouse model with GC-specific deletion of *Hdac3* was produced by crossing *Hdac3*^*flox/flox*^ female mice with *Foxl2-Cre*ER^T2^ transgenic mice plus *Hdac3*^*flox/flox*^ male mice, yielding *Hdac3*^*flox/flox*^; *Foxl2-Cre*ER^T2^ (*Hdac3*^cKO^) female mice^17^. Eight days after the respective intraperitoneal (i.p.) injection of tamoxifen in 18-day-old *Hdac3*^cKO^ female mice and *Hdac3*^*flox/flox*^ female mice (as a negative control), the western blotting results showed that HDAC3 protein levels in GCs were markedly decreased in *Hdac3*^cKO^ mice compared with the control (Fig. 1c).

To clarify whether the deletion of HDAC3 in GCs correlates with oocyte maturation, pregnant mare serum gonadotropin (PMSG) was respectively injected into *Hdac3*^cKO^ and *Hdac3*^*flox/flox*^ mice to promote follicle development 6 days after tamoxifen administration. Although *Hdac3* depletion was incomplete due to limitations of the mouse model, we found that the oocytes in *Hdac*3-deleted follicles were premature 44 h after PMSG injection, while the oocytes in ovarian follicles of *Hdac3*^*flox/flox*^ mice and in HDAC3-positive follicles of *Hdac3*^cKO^ mice, similar to the oocytes in wild-type (WT) mice and the *Foxl2-Cre*ER^T2^ transgene but not carrying the *floxed* allele mice, were still at the germinal vesicle (GV) stage (Fig. 1d, e; Supplementary Fig. 2a–c). These results indicated that *Hdac3* deletion results in premature oocyte maturation before the LH surge begins.

To examine whether *Hdac3* depletion affects ovarian follicle survival and follicular atresia, which probably result in oocyte GV breakdown (GVBD), we performed quantitative polymerase chain reaction (qPCR) to determine the *Bcl2/Bax* ratio and terminal deoxynucleotidyl transferase-mediated dUTP-fluorescein nick end labeling (TUNEL) assays to evaluate GC survival. The results showed that the *Bcl2*/*Bax* ratio was normal in *Hdac3*^cKO^ mouse ovarian GCs (Supplementary Fig. 2d). Similarly, TUNEL assays showed that oocyte GVBD in *Hdac3* knockout ovarian follicles was not caused by GC apoptosis or follicular atresia (Supplementary Fig. 2e). Therefore, the GC-specific knockout of *Hdac3* did not affect the development or survival of GCs and follicles. Furthermore, LH can terminate ovarian GC proliferation, and we found that *Hdac3* depletion also prohibited GC proliferation, as indicated by proliferating cell nuclear antigen staining (Supplementary Fig. 2f). These results indicated that *Hdac3* depletion in ovarian GCs probably mimics the effects of LH on oocyte maturation and GC proliferation.

### HDAC3 repressed AREG expression in GCs before the LH surge

Given that NPPC and EGF-like growth factors are the two types of molecules secreted by GCs that are critical in the regulation of oocyte meiosis progression in response to gonadotropin induction^3,6^, two possible pathways may be responsible for the effects of *Hdac3* deletion on oocyte maturation. Specifically, *Hdac3* deletion in GCs may either downregulate NPPC expression to relieve oocytes from the inhibitory environment or upregulate EGF-like growth factors to re-initiate oocyte meiosis. Interestingly, the mRNA and protein levels of only AREG, one of the most important EGF-like growth factors that responds to LH induction, were significantly increased in the ovaries of *Hdac3*^cKO^ mice 40 h after PMSG induction (Fig. 2a, b; Supplementary Fig. 3a). These findings indicate that AREG likely mediates HDAC3 action in oocyte maturation.

**Fig. 2:**
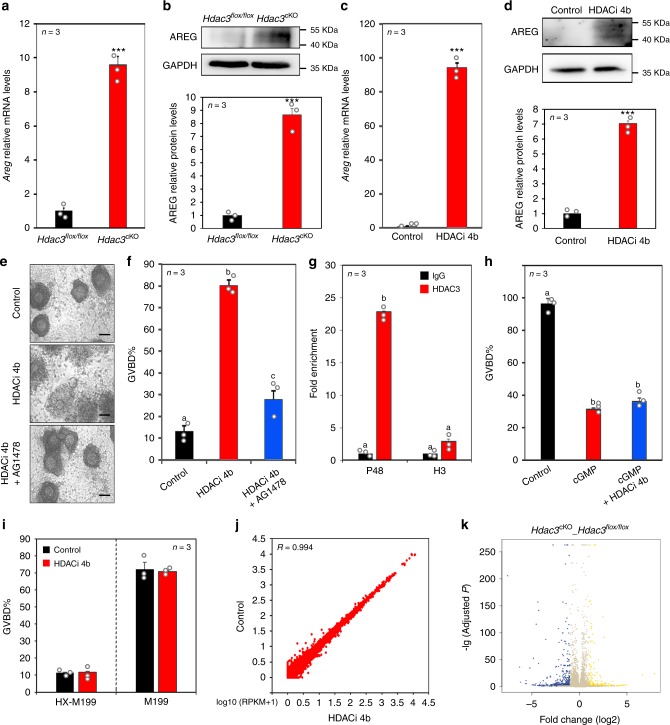
HDAC3 repressed AREG expression in GCs before the LH surge. **a** Quantitative real-time PCR revealed *Areg* expression in *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ GCs after PMSG treatment. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 0.000003 determined by the two-sided *t* test. **b** AREG levels in *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ GCs were quantified by western blotting analysis. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 0.0009 determined by the two-sided *t* test. **c** Quantitative real-time PCR showed that inhibiting HDAC3 increased *Areg* expression in GCs in vitro. HDACi 4b, an HDAC3 inhibitor. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 5.15E−5 determined by the two-sided *t* test. **d** AREG levels in control and HDACi 4b-treated GCs were quantified by western blotting analysis. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 3.27E−5 determined by the two-sided *t* test. **e** Representative images demonstrate the effect of GC-derived HDAC3 on cumulus cell expansion within in vitro cultured COCs. Scale bar = 100 µm. *n* = 3 biologically independent experiments. **f** Oocyte maturation (GVBD) rates were significantly improved by HDACi 4b, and this effect was reversed by AG1478. AG1478, EGFR inhibitor. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001, *P* (a, c) < 0.05, *P* (b, c) < 0.001. **g** ChIP-qPCR analysis of HDAC3 at the *Areg* promoter (−343 to −150) before and after the LH surge. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM, and different letters (a–b) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001. **h** HDACi 4b was unable to rescue 8-Br-cGMP-mediated inhibition of oocyte maturation (GVBD). Data are presented as mean ± SEM, and different letters (a–b) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001. **i** HDACi 4b had no direct effect on denuded oocyte meiotic maturation. **j** Scatter plot comparison of oocyte transcripts between the control and HDAC3 inhibitor groups revealed that HDACi 4b had no effect on oocyte developmental competence. Pearson statistical test used for statistical analysis*.* **k** Volcano plot of transcriptomic analysis of GCs isolated from *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ ovaries. Source data are provided as a Source Data file.

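Of the 304 genes called with at least a 2-fold change, 188 were protein-coding, 44 were small RNAs and 25 were pseudogenes. Of these 304 genes, 50 had fewer than 10 reads in every library, 16 higher and 34 lower in Hdac3cKO, and 38 of the small RNAs were among them. When only genes with at least 10 reads in every library were tested, 69 of 15364 genes were higher and 155 were lower by at least 2-fold, and among protein-coding genes alone 72 of 12645 were higher and 155 were lower. The called genes of any fold were spread over the genome. By Fisher's exact test, two-sided, no chromosome out of 20 differed from the rest in its share of called genes after adjustment (lowest adjusted p = 0.18, for chromosome 15), while chromosomes 8, 15 and X had unadjusted p of 0.034, 0.0088 and 0.047 by the same exact test. On chromosome 9, 30 of 160 tested genes within 10 Mb of Foxl2 were called, which is 18.8%. On chromosome 18, 20 of 133 tested genes within 10 Mb of Hdac3 were called, which is 15%. Of all 15084 tested genes with a position, 2841 were called. The odds ratio of a call was 0.99 around Foxl2 and 0.76 around Hdac3 (p = 0.32 around Hdac3 by Fisher's exact test).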

To confirm the HDAC3-mediated regulation of AREG expression, follicle cultures in vitro were treated with HDACi 4b, a novel, synthetic, specific inhibitor of HDAC1/3^18^. Consistent with the effects of *Hdac3* knockout in vivo, AREG protein and mRNA levels were significantly elevated by HDACi 4b (Fig. 2c, d). Moreover, cumulus expansion and oocyte meiosis resumption were induced by HDACi 4b, while these effects were blocked by the EGFR inhibitor AG1478, confirming the role of AREG in the effects of HDAC3 on oocyte maturation (Fig. 2e, f). Furthermore, chromatin immunoprecipitation (ChIP) analysis showed that, before the LH surge, more HDAC3 protein was recruited to the *Areg* promoter, while 3 h after human chorionic gonadotropin (hCG) treatment (equivalent to 3 h after the LH surge), HDAC3 recruitment to the *Areg* promoter was significantly decreased (Fig. 2g). HDAC1 was unable to bind the *Areg* promoter (Supplementary Fig. 3b). Therefore, we concluded that HDAC3 can specifically bind to the *Areg* promoter region (−343, −150) before the LH surge.

Furthermore, cumulus cells in cumulus oocyte complexes (COCs) were reported to express AREG upon indirect induction by the LH surge in vivo and upon direct induction by FSH in vitro during oocyte maturation^19,20^, suggesting that AREG expression in cumulus cells is also essential for oocyte maturation. To examine whether HDAC3 regulates AREG expression in cumulus cells, we examined *Areg* expression levels after mouse COCs were cultured with or without HDACi 4b in vitro in NPPC-M199 medium. The results showed that HDACi 4b was able to promote oocyte maturation in COCs by directly inducing AREG expression in cumulus cells (Supplementary Fig. 4). Collectively, the data indicated that HDAC3 is a negative regulator of AREG expression that is essential for gonadotropin-induced oocyte maturation.

It is well known that cGMP produced by NPR2 is essential for oocyte meiosis arrest, which affects upon diffusion via gap junctions^2^. AREG activates EGFR signaling in cumulus cells, which suppresses the guanylyl cyclase activity of NPR2 and activates PDE5 activity to decrease cGMP levels^2,21^. To examine whether the HDAC3 inhibitor induces oocyte maturation by changing cGMP levels in cumulus cells, we cultured COCs with 8-Br-cGMP alone or in combination with HDACi 4b in M199 medium. The results showed that, while most of the oocytes in the control group resumed meiosis, the oocytes in the group treated with 8-Br-cGMP alone arrested at the GV stage; however, the oocytes in the group treated with HDACi 4b and 8-Br-cGMP were unable to resume meiosis, with most remaining at the GV stage (Fig. 2h). Therefore, we concluded that HDAC3 deficiency induced oocyte maturation by regulating the levels of cGMP, which is well known to diffuse from cumulus cells to oocytes through gap junctions^2^.

An important question is whether HDACi 4b directly affects denuded oocyte maturation and developmental competence. Therefore, the effects of HDACi 4b on denuded oocytes were examined in HX-M199 and M199 media. In HX-M199 medium, most of the oocytes in the control and HDACi 4b-treated groups were arrested in the GV stage (Fig. 2i; Supplementary Fig. 5). In M199 medium, most of the oocytes in the control and HDACi 4b-treated groups resumed meiosis (Fig. 2i; Supplementary Fig. 5). These results demonstrated that HDACi 4b has no direct effect on oocyte meiotic maturation.

Furthermore, to detect whether HDACi 4b affects developmental competence, we performed transcriptome analysis of all the mature oocytes in the control and HDACi 4b-treated groups. The correlation coefficient between global transcripts in the control and HDACi 4b-treated groups was >0.99, and no differentially expressed genes were found (Fig. 2j and Supplementary Data 1), indicating that HDACi 4b has no effect on oocyte developmental competence.

Although HDAC3 and HDACi 4b controlled oocyte maturation by regulating AREG expression was proved in this study, other oocyte maturation-related factors regulated by HDAC3 remained unidentified. Therefore, we performed RNA-seq analysis of ovarian GCs from *Hdac3*^cKO^ and *Hdac3*^*flox/flox*^ mice and of GCs treated with HDACi 4b or control. 

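RNA of 2 Hdac3flox/flox and 2 Hdac3cKO libraries was compared, each prepared with an Illumina TruSeq kit from total RNA. The labels name ovarian GCs, an age of 24 days and 1 tamoxifen injection of 20 mg per kg of body weight at 18 days of age, which switches on the Cre recombinase made under the control of Foxl2 in GCs. The methods and the labels' protocol give the ovary as the source of the RNA. Hdac3, the targeted gene, was measured at 24.4 RPKM in both Hdac3flox/flox libraries and at 19.4 and 19.2 RPKM in the Hdac3cKO libraries. The authors deposited RPKM, which is reads scaled to the length of the gene and to the library total, for 28611 rows and the 4 libraries in separate columns. The library totals behind these values were 18310258 and 18346828 reads for Hdac3flox/flox and 18452073 and 17621129 reads for Hdac3cKO, found by setting the values beside the read counts of Supplementary Data 2. Reads per gene were recovered from the same relation. The submitters' processing notes name Bowtie 0.12.2 and the mm8 build, whereas 314 of the 336 rows of Supplementary Data 2 that could be read give exactly the gene positions of GRCm38, so positions are given here on GRCm38. Values were taken as log2(RPKM + 0.1), genes with at least 0.5 RPKM in at least 2 libraries were kept, and the genotypes were compared with limma and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. With 2 libraries per genotype, each gene's own spread between replicates was combined with that of genes of similar level. GCs treated with HDACi 4b were not analysed here.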

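Areg, which encodes the EGF-like growth factor amphiregulin, was higher in Hdac3cKO at 3.33 ± 1.28 RPKM (SD, n = 2) than in Hdac3flox/flox at 0.674 ± 0.255 RPKM (SD, n = 2). Its log2 fold change was 2.14 (standard error 0.365, adjusted p = 0.0274 from limma). Nppc, which encodes the natriuretic peptide precursor that keeps oocytes arrested, rose from 75.2 ± 0.079 to 146.9 ± 7.70 RPKM (SD, n = 2 each), a log2 fold change of 0.96 (standard error 0.043, adjusted p = 0.00337 from limma). Npr2, which encodes the receptor of this peptide, was measured at 73.6 ± 1.55 RPKM in Hdac3flox/flox and 71.5 ± 1.43 RPKM in Hdac3cKO (SD, n = 2 each) and was not called (log2 fold change −0.04, adjusted p = 0.403 from limma). Among 15528 genes tested, 91 were higher and 213 were lower in Hdac3cKO by at least 2-fold at an adjusted p under 0.05, which is 304 genes in all. Among the 10 called genes with the largest rises at an average log2 CPM of at least 1 were Scara5, a ferritin receptor (log2 fold change 1.68), Egln3, a prolyl hydroxylase of the hypoxia pathway (1.80 as a log2 fold change), Bmper, which binds BMPs (log2 fold change 1.70), Gpd1, a glycerol-3-phosphate dehydrogenase (log2 fold change 1.56), and Enc1, which binds actin (log2 fold change 1.56). Enc1 was measured at 65.2 ± 0.874 RPKM in Hdac3flox/flox and 192.8 ± 3.62 RPKM in Hdac3cKO (SD, n = 2 each). Mid1-ps1, a pseudogene annotated on chromosome Y, had a log2 fold change of 1.596 (adjusted p = 0.0147 from limma). As the mice were female, its reads must come from another place in the genome, which may be Mid1 and was not identified. Without a limit on the fold, 1193 genes were called higher and 1711 lower. With median-of-ratios scaling the split was 1626 higher and 1355 lower, and after removal of the trend with GC content and exon length, an alternative chosen after seeing the data, it was 1925 higher and 1203 lower. The number of genes called by at least 2-fold was 122 with a pseudocount of 1, 190 with no filter on low values, where Areg had an adjusted p of 0.0892 (0.00204 to 0.0297 under the other alternatives with all 4 libraries that gave it a value), and 133 among genes with at least 1 RPKM in every library. With a single library of a genotype left, it was 55 without Hdac3flox/flox replicate 1, 0 without Hdac3flox/flox replicate 2 (4075 genes of any fold at an unadjusted p under 0.05 from limma), 0 without Hdac3cKO replicate 1 (4357 genes in the same way) and 1 without Hdac3cKO replicate 2. The paper made this comparison because other oocyte maturation-related factors regulated by HDAC3 remained unidentified, and places Areg, the gene it studies, among those that the loss of HDAC3 raises.

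**Figure D1:**
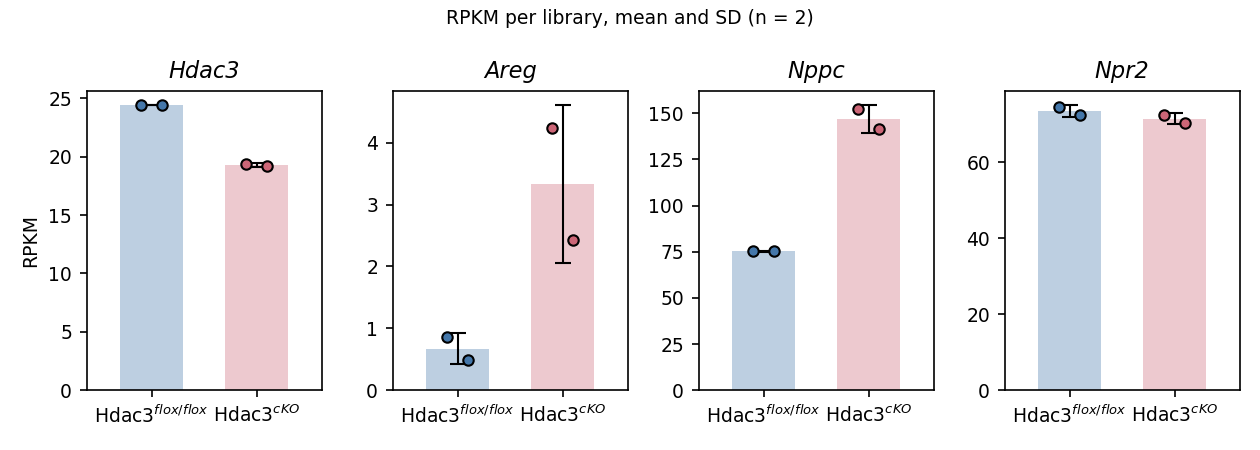
RPKM of Hdac3, Areg, Nppc and Npr2 in the 4 libraries. Points are libraries, bars are means and error bars are SD (n = 2). Both Hdac3cKO libraries lie above both Hdac3flox/flox libraries for Areg and Nppc, and below them for Hdac3.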

Compared with ovarian GCs from *Hdac3*^*flox/flox*^ mice, those from *Hdac3*^cKO^ mice showed the differential expression of as many as 233 transcripts, with 78 upregulated transcripts, including *Areg*, and 155 downregulated transcripts (Fig. 2k and Supplementary Data 2). 

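Several genes that were expressed in Hdac3flox/flox were nearly silent in Hdac3cKO. Mug2, Mug1 and Mug-ps1, which belong to the murinoglobulin family of protease inhibitors, fell, with Mug2 measured at 7.14 ± 1.18 RPKM in Hdac3flox/flox and 0.323 ± 0.122 RPKM in Hdac3cKO (SD, n = 2 each). Tnfsf11, the cytokine RANKL, fell from 14.0 ± 1.42 to 0.655 ± 0.137 RPKM (SD, n = 2 each), and Slc38a3, a glutamine transporter, from 31.6 ± 6.36 to 5.18 ± 0.139 RPKM (SD, n = 2 each). Akr1c18, which inactivates progesterone, fell by 1.97 on the log2 scale (standard error 0.101, adjusted p = 0.00396 from limma) and Prss23, a serine protease, by 2.08 (standard error 0.070, adjusted p = 0.00267 from limma). Genes higher in Hdac3cKO included Hsd17b3, an enzyme that makes testosterone (log2 fold change 2.81, standard error 0.251, adjusted p = 0.00842 from limma), Pnoc, which encodes prepronociceptin (log2 fold change 1.94 and adjusted p = 0.0178), and Rab6b, a small GTPase (log2 fold change 1.78 and adjusted p = 0.012). Of the 39 genes whose names were read by eye from Supplementary Fig. 6a, 36 were tested and 35 were called in the direction of the figure, 9 higher and 26 lower. These genes were selected by the study on these libraries, so the count is not independent evidence of their direction. C3, a complement component, had a log2 fold change of 1.90 and did not pass the test (adjusted p = 0.0541 from limma). Ptger3, B3galt2 and Cadps stayed below the filter, with Cadps at 122 and 162 reads in Hdac3flox/flox and 0 and 2 reads in Hdac3cKO. The 10 called genes with the largest falls at an average log2 CPM of at least 1 were all among these genes, from −2.13 for Mylk4 to −7.65 for Gm10020 as log2 fold changes. Gm5294 and Gm21887, predicted genes, and Pkd1l2, a relative of polycystin, were among the largest rises, with log2 fold changes of 2.41, 2.08 and 1.84. Gm10020 and Rpl15-ps2 are near-identical copies of the ribosomal protein gene Rpl15 and their values are uncertain. Gm10020 had 1074 and 971 reads in Hdac3flox/flox and 3 and 5 in Hdac3cKO, while Rpl15 had 10299 and 10761 reads in Hdac3flox/flox and 11368 and 10946 in Hdac3cKO. Gm3375, which fell by 3.70 on the log2 scale, is likewise a near-identical copy of Psmb5. Cfd (complement factor D) and Car3 (carbonic anhydrase 3), which are abundant in fat cells, rose, Cfd from 2 and 0 reads to 39 and 114 reads and Car3 from 5 and 1 reads to 44 and 94 reads. The 8 markers of fat cells below the filter had 111 reads in all in Hdac3flox/flox and 183 in Hdac3cKO, and of the 12 that were tested 2, Cfd and Car3, were higher and 4 were lower.

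**Figure D2:**
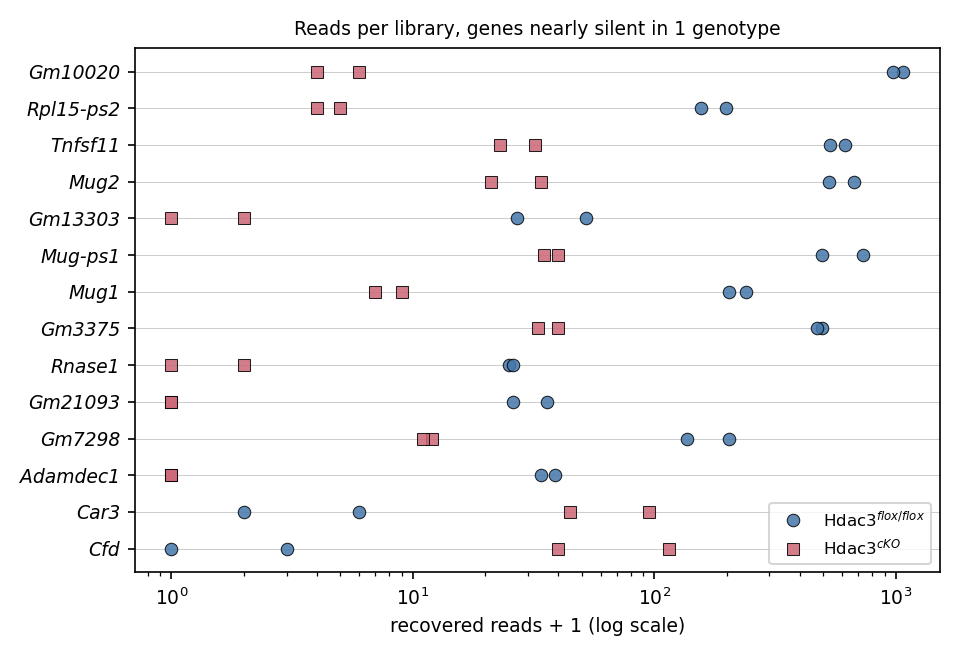
Reads per library, plus 1, on a log scale for the 14 called genes with a log2 fold change of at least 3 in either direction and at least 20 mean reads in the higher genotype. Circles are Hdac3flox/flox libraries and squares Hdac3cKO libraries. For 12 genes both Hdac3cKO libraries lie below both Hdac3flox/flox libraries, and for Cfd and Car3 above them.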

The genes with the most pronounced changes in expression are shown in Supplementary Fig. 6a. Impressively, more general transcriptome changes were detected in GCs treated with HDACi 4b in vitro than in those treated with the control: 2105 transcripts were upregulated and 1301 transcripts were downregulated (Supplementary Fig. 6c and Supplementary Data 3). The Gene Ontology (GO) terms associated with the altered transcripts were also analyzed (Supplementary Fig. 6b, d).

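Gene lists were counted for processes that Supplementary Fig. 6b names and for others of this tissue. Of 20 tested genes of inflammation and chemokines, 8 were lower in Hdac3cKO, 1 was higher and 11 did not pass the test. The chemokines Cxcl14 (log2 fold change −0.70), Cxcl12 (log2 fold change −0.63) and Cxcl1 (log2 fold change −2.10) and the nitric oxide synthase Nos2 (log2 fold change −0.95) fell, and Serpina3n, a protease inhibitor, rose (log2 fold change 1.46, named after its value was seen). Of 35 tested genes of cAMP signalling, 8 were higher, 7 were lower and 20 did not pass the test. The phosphodiesterases Pde4d (log2 fold change 1.31), Pde10a (log2 fold change 0.92) and Pde4b (log2 fold change 0.78), which degrade cyclic nucleotides and were named after their values were seen, rose, while the adenylyl cyclase Adcy5 (log2 fold change −0.55) and the inhibitory receptor Adra2a (log2 fold change −1.87) fell. Both lists were chosen because the study found these terms on the same libraries, so they are not independent evidence of a direction. Adjusted over the list alone, 2 genes of inflammation were higher and 9 lower, and 10 genes of cAMP signalling were higher and 11 lower. Of 21 tested genes of apoptosis, 1 was higher, 2 were lower and 18 did not pass the test (1 higher and 3 lower when adjusted over the list alone). Bmf, a promoter of cell death, fell by 0.83 on the log2 scale (standard error 0.119, adjusted p = 0.0193 from limma) and Bid by 0.34 (standard error 0.064, adjusted p = 0.0332 from limma), while Cycs, which encodes cytochrome c, rose by 0.37. Of 20 tested immediate early genes, 8 were lower and 2 were higher (11 lower and 2 higher when adjusted over the list alone). Fos fell by 1.14 and Myc by 1.23 on the log2 scale, whereas Nr4a1 rose by 1.30. Of 17 tested genes that LH induces at ovulation, 3 were higher and 2 were lower (3 and 3 when adjusted over the list alone). Markers of endothelium fell in the same libraries, with 7 of 12 called lower and none higher. Among these lists, camera with a preset correlation of 0.01 gave an adjusted p under 0.05 for the immediate early genes (adjusted p = 0.034, lower) and not for inflammation (adjusted p = 0.078), cAMP signalling (adjusted p = 0.37), apoptosis (adjusted p = 0.74) or LH-induced genes (adjusted p = 0.37). With an estimated correlation the immediate early genes had an adjusted p = 0.6, and none of the 26 lists had an adjusted p under 0.05, while fry, which asks only whether a list's own genes move on balance, gave one for 11 lists.

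**Figure D3:**
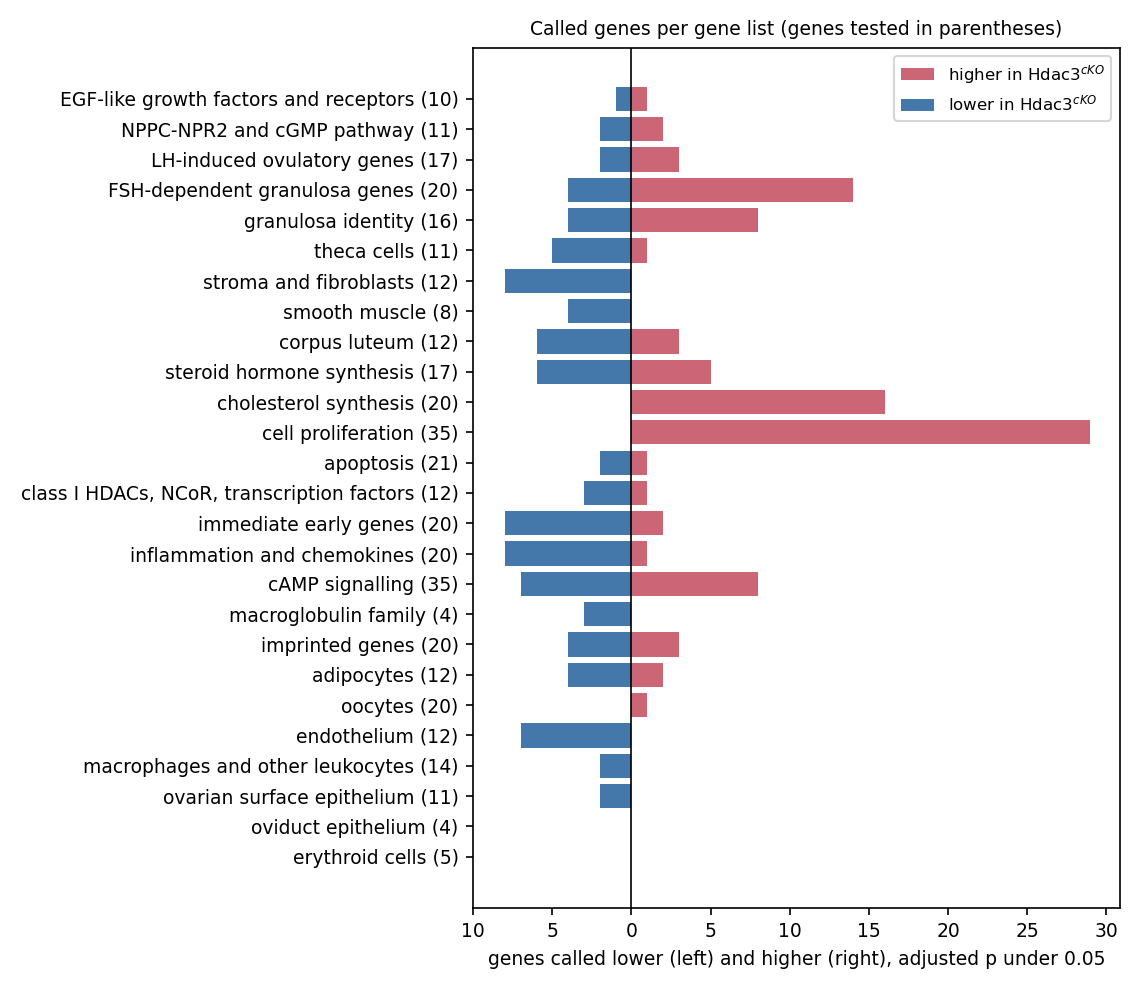
Genes called lower (left of 0) and higher (right of 0) in Hdac3cKO in each of the 26 gene lists, at an adjusted p under 0.05, with the number of genes tested in parentheses. The lists of cell proliferation and cholesterol synthesis hold 29 and 16 genes called higher and none called lower.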

### H3K14ac mediated HDAC3 and LH action regarding *Areg* expression

It is well known that HDAC3 packages chromatin into repressed domains via its HDAC activity^22,23^. To identify which histone lysine residues are regulated by HDAC3 in GCs, most of the histone acetylation modifications in GCs during LH/hCG induction were assessed (Supplementary Fig. 7a, b). The results showed that histone 3 lysine 14 acetylation (H3K14ac) was markedly increased by LH/hCG induction in vivo and in vitro (Fig. 3a, b; Supplementary Fig. 7c, d). ChIP analysis demonstrated that H3K14ac levels at the *Areg* promoter were substantially increased in GCs induced by LH/hCG (Fig. 3c), suggesting that H3K14ac probably mediates the actions of LH/hCG on target gene expression.

**Fig. 3:**
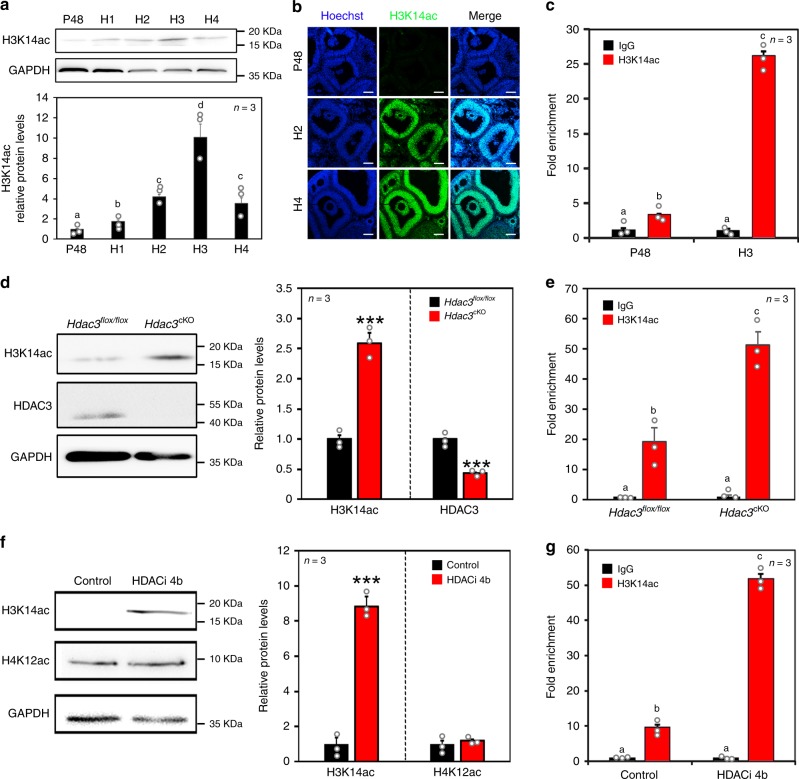
H3K14ac mediated the effects of HDAC3 and LH on *Areg* expression. **a** H3K14ac levels were increased by hCG in a time-dependent manner. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM, and different letters (a–d) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.01, *P* (a, c) < 0.01, *P* (a, d) < 0.001, *P* (b, c) < 0.05, *P* (b, d) < 0.01, *P* (c, d) < 0.05. **b** Immunostaining revealed that LH increased H3K14ac (green) levels in GCs in vivo. Nuclei were dyed with Hoechst (blue). Scale bar = 100 µm. *n* = 3 biologically independent experiments. **c** ChIP-qPCR analysis of H3K14ac at the *Areg* promoter (−343 to −150) before and after the LH surge. P48: 48 h after PMSG treatment. H1–H4: 1–4 h after hCG treatment. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.01, *P* (a, c) < 0.001, *P* (b, c) < 0.001. **d** H3K14ac levels in *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ GCs were quantified by western blotting analysis. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P < 0.001 determined by the two-sided *t* test. **e** ChIP-qPCR analysis of H3K14ac at the *Areg* promoter in *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ GCs. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001, *P* (a, c) < 0.001, *P* (b, c) < 0.05. **f** Western blotting analysis showed that HDACi 4b (HDAC3 inhibitor) substantially increased H3K14ac levels. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P < 0.001 determined by the two-sided *t* test. **g** ChIP-qPCR analysis of H3K14ac at the *Areg* promoter in control and HDACi 4b-treated GCs. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001, *P* (a, c) < 0.001, *P* (b, c) < 0.001. Source data are provided as a Source Data file.

Furthermore, to elucidate whether HDAC3 inhibits AREG expression by repressing H3K14ac, GCs from HDAC3 knockout mouse ovaries or HDACi 4b-treated follicles were examined. H3K14ac levels were significantly increased in ovarian GCs from *Hdac3*^cKO^ mice compared with *Hdac3*^*flox/flox*^ mice (Fig. 3d). Furthermore, ChIP analysis revealed that H3K14ac levels at the *Areg* promoter were obviously increased in GCs from *Hdac3*^cKO^ mouse ovaries compared with *Hdac3*^*flox/flox*^ mouse ovaries (Fig. 3e). Correspondingly, H3K14ac levels were much higher in HDACi 4b-treated GCs than in control GCs (Fig. 3f). ChIP analysis showed that HDACi 4b increased H3K14ac levels at the *Areg* promoter in GCs in vitro (Fig. 3g). Therefore, H3K14ac is key for the regulation of AREG expression by both LH and HDAC3. The results unanimously confirmed our hypothesis that HDAC3 decreases H3K14ac levels in vivo and in vitro before LH induction.

### FOXO1 potentially recruited HDAC3 to the *Areg* promoter

Among the class I HDAC family, HDAC3 is the only member that functions through interacting with NCoR1/2 and TBL1X/TBL1XR, forming the core of the NCoR transcriptional repressor complex through its deacetylase activation domain^24^. In line with this finding, we performed coimmunoprecipitation (Co-IP) of HDAC3 coupled with mass spectrometry (MS) to identify factors that bind HDAC3 to repress *Areg* expression. The core members of the NCoR complex, NCoR1, NCoR2, and TBL1X, were all identified in the HDAC3 antibody group compared with the immunoglobulin G (IgG) group (Fig. 4a; Supplementary Data 4 and 5).

**Fig. 4:**
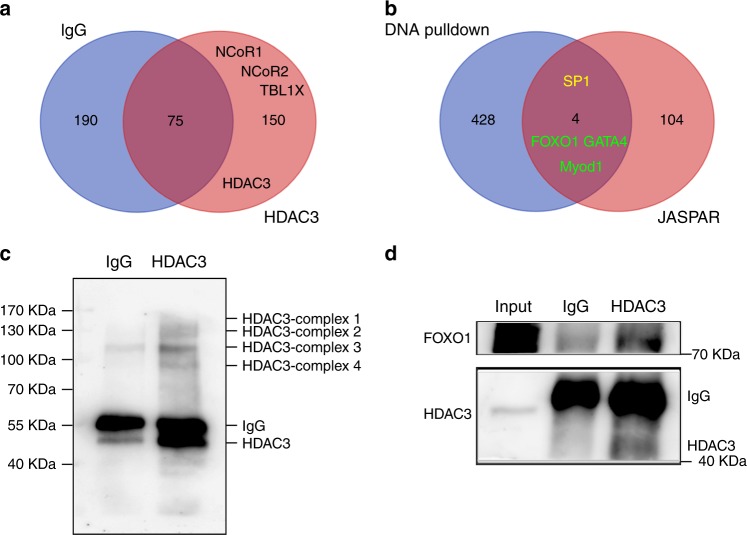
FOXO1 potentially recruited HDAC3 to the *Areg* promoter. **a** Venn diagram of HDAC3 partners between the HDAC3-IP group and the negative IgG group revealed that HDAC3 could interact with the core members of the NCoR complex. **b** Venn diagram of potential transcription factors that bind the *Areg* promoter between the DNA pulldown data and JASPAR data. Among these transcription factors, FOXO1, GATA4, and Myod1 (green), but not SP1 (yellow), were identified as HDAC3 interactors. **c** Cross-linking Co-IP coupled with western blotting analysis of HDAC3 showed the captured HDAC3 complexes at the chromatin. *n* = 3 biologically independent experiments. **d** Reverse cross-linking Co-IP coupled with western blotting analysis of HDAC3 demonstrated the interaction between HDAC3 and FOXO1. *n* = 3 biologically independent experiments. Source data are provided as a Source Data file.

Another important unknown is the transcription factor that recruits the HDAC3-NCoR complex to the *Areg* promoter. We performed DNA pulldown coupled with MS analysis and searched for predicted transcription factor-binding sites using the JASPAR database. By comparing the proteins captured by *Areg* promoter DNA with the transcription factor-binding data predicted by JASPAR, four candidate transcription factors, namely, SP1, FOXO1, GATA4, and Myod1, were identified (Fig. 4b; Supplementary Data 6 and 7). However, none of these transcription factors were identified by HDAC3 Co-IP (Fig. 4a; Supplementary Data 4 and 5), indicating that they potentially interact with the HDAC3-NCoR complex rather than with HDAC3 directly. Therefore, we performed cross-linking Co-IP followed by MS to examine all of the proteins directly or indirectly interacting with HDAC3 on chromatin^25^. Western blotting analysis of cross-linking Co-IP against HDAC3 showed that numerous HDAC3 complexes were successfully captured in the HDAC3 IP group compared to the negative IgG group (Fig. 4c). As expected, MS data analysis identified many transcription factors among the HDAC3 interactors on chromatin, including the enrichment of NCoR complex components (Supplementary Data 8). However, only FOXO1, GATA4, and Myod1, but not SP1, were found among the HDAC3 interactors, indicating that these three transcription factors potentially interact with the HDAC3 complex at the *Areg* promoter (Fig. 4b; Supplementary data 8). Furthermore, the interaction between FOXO1 and HDAC3 was confirmed by reverse cross-linking Co-IP coupled with western blotting (Fig. 4d). Therefore, we concluded that one or more of the FOXO1, GATA4, and Myod1 transcription factors are potentially recruited by HDAC3 to the *Areg* promoter before the LH surge.

### HDAC3 and LH affected *Areg* expression by regulating SP1 recruitment to the *Areg* promoter

Histone acetylation induces gene expression by causing chromatin unfolding and increasing transcription factor access^15^; thus we aimed to identify the transcription factors that bind to the *Areg* promoter and initiate transcription upon removal of HDAC3. We found that AREG expression induced by HDAC3 inhibition was reversed by mithramycin A (MIT), a specific inhibitor of the transcription factor SP1 (Fig. 5a), suggesting that SP1 is involved in *Areg* transcription after HDAC3 downregulation. Although HDACi 4b and *Hdac3* knockout had no effect on SP1 expression in vitro (Fig. 5b) or in vivo (Fig. 5d), respectively, ChIP analysis revealed increased SP1 protein recruitment to the HDAC3-binding site on the *Areg* promoter in HDACi 4b-treated GCs compared with control cells (Fig. 5c). Correspondingly, *Hdac3* deletion in ovarian GCs significantly increased SP1 occupancy at the *Areg* promoter (Fig. 5e). Collectively, the loss of HDAC3 and the acetylation of H3K14 promoted SP1 binding to the *Areg* promoter.

**Fig. 5:**
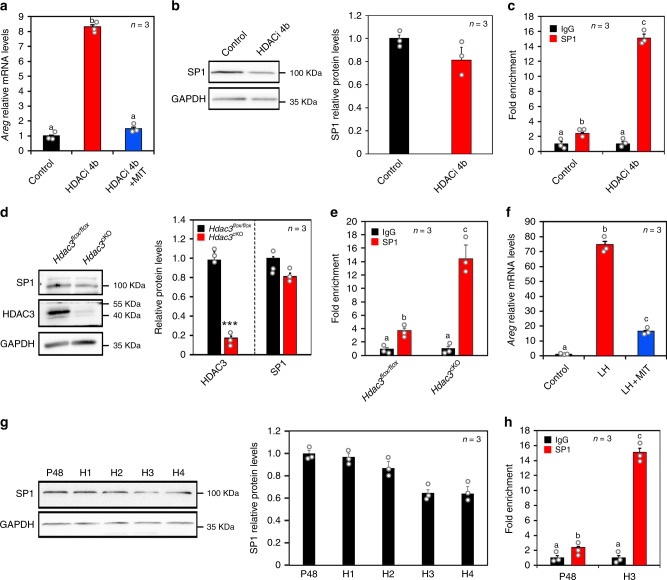
HDAC3 and LH affected *Areg* expression by regulating SP1 recruitment to the *Areg* promoter. **a** Inhibition of SP1 reversed the HDACi 4b-mediated induction of *Areg* expression. MIT, SP1 inhibitor. Data are presented as mean ± SEM, and different letters (a–b) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001. **b** Western blotting analysis revealed that inhibition of HDAC3 did not affect SP1 expression. HDACi 4b, HDAC3 inhibitor. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. **c** ChIP-qPCR analysis of SP1 at the *Areg* promoter (−343 to −150) in control and HDACi 4b-treated GCs. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.05, *P* (a, c) < 0.001, *P* (b, c) < 0.001. **d** SP1 levels in *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ GCs were quantified by western blotting analysis. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P < 0.001 determined by the two-sided *t* test. **e** ChIP-qPCR analysis of SP1 at the *Areg* promoter in *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ GCs. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.05, *P* (a, c) < 0.001, *P* (b, c) < 0.001. **f** Inhibition of SP1 reversed the LH-mediated induction of *Areg* expression. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.001, *P* (a, c) < 0.001, *P* (b, c) < 0.001. **g** Western blotting analysis revealed that LH did not affect the SP1 expression in vivo. *n* = 3 biologically independent experiments. Data are presented as mean ± SEM. **h** ChIP-qPCR analysis of SP1 at the *Areg* promoter before and after the LH surge. P48: 48 h after PMSG treatment. H1–H4: 1–4 h after hCG treatment. Data are presented as mean ± SEM, and different letters (a–c) indicate significant differences among groups (two-sided ANOVA and Holm–Šidák test), *P* (a, b) < 0.05, *P* (a, c) < 0.001, *P* (b, c) < 0.001. Source data are provided as a Source Data file.

To investigate the role of SP1 under more physiological conditions, we examined the effect of SP1 on LH-induced AREG expression. MIT notably reversed the high AREG levels induced by LH (Fig. 5f), suggesting that SP1 is involved in *Areg* transcription induced by LH. Consistently, SP1 protein levels in GCs were unaffected by LH during oocyte maturation (Fig. 5g), whereas ChIP analysis revealed that LH strongly promoted SP1 recruitment to the HDAC3-binding site on the *Areg* promoter (Fig. 5h). Taken together, these data indicated that LH induces H3K14ac and increases SP1 access to the *Areg* promoter.

### The HDAC3 inhibitor improved mouse oocyte maturation and developmental competence

In light of our findings demonstrating that the inhibition of GC-derived HDAC3 induces oocyte maturation independent of LH action, we assessed whether HDAC3 is a potential target to improve the developmental capacity of oocytes undergoing in vitro maturation (IVM) independent of LH. Briefly, HDACi 4b was applied to cultured mouse COCs with mGC feeders, which is known as the HDACi 4b-GC feeder system. Although the oocyte GVBD rate of COCs was similar between the control and HDACi 4b groups (93% vs. 94%, respectively; *P* > 0.05) (Fig. 6a), the ratio of metaphase II (MII) oocytes was 1.9-fold higher in the HDACi 4b group than in the control group (85% vs. 45%, *P* < 0.01) (Fig. 6b), demonstrating that our system promoted the GV to MII transition in oocytes.

**Fig. 6:**
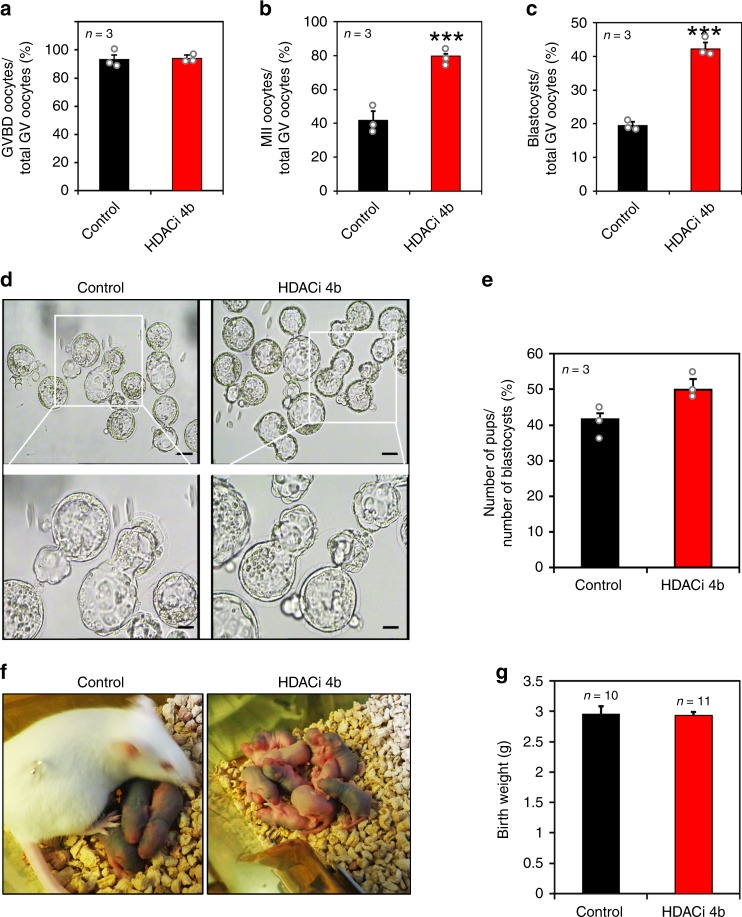
The HDAC3 inhibitor improved mouse oocyte maturation and developmental competence. **a** The GVBD ratios were similar in the control and HDACi 4b groups. HDACi 4b, HDAC3 inhibitor. **b** More MII-stage oocytes were present in the HDACi 4b group than in the control group. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 0.0002 determined by the two-sided *t* test. **c** The blastocyst rate of all GV stage oocytes was considerably increased in the HDACi 4b group compared with the control group. Data are presented as mean ± SEM. Asterisks (*) indicate significant differences at ***P = 0.0006 determined by the two-sided *t* test. **d** Representative images show blastocysts obtained from the control and HDACi 4b groups. Scale bars = 100 µm and 40 µm (enlarged). *n* = 3 biologically independent experiments. **e**, **f** Blastocysts from the control and HDACi 4b groups were transferred into surrogate mice. **e** Birth rates of the control and HDACi 4b groups. **f** Representative images depicting the pups born in the control and HDACi 4b groups. **g** The birth weights of the pups in the control and HDACi 4b groups were similar. The data are presented as the mean ± SEM. Source data are provided as a Source Data file.

Then oocyte developmental capacity was further evaluated. In brief, all the MII-stage oocytes obtained from the IVM system were used for IVF. After 4 days of in vitro culture (IVC) of fertilized eggs, up to 2.2-fold more blastocysts were obtained from the HDACi 4b group than from the control group (Fig. 6c, d). The embryo transfer assay demonstrated that the blastocysts in the HDACi 4b group could undergo full pregnancy and even produce slightly more pups, although the difference in pup number was not statistically significant (Fig. 6e, f). Interestingly, the body weights of the pups in the control and HDACi 4b groups at 3 days after birth were similar (Fig. 6g). Collectively, by targeting HDAC3, our IVM system promotes oocyte nuclear and cytoplasmic development competence independent of LH.

## Discussion

Physiologically, the final stage of oocyte maturation requires close cooperation between oocytes and GCs within the follicles^25^. Consistent with this finding, LH response failure leads to failed oocyte maturation and ovulation, and this response is related to abnormal gene expression in GCs^1,9,26–29^. It is therefore reasonable to hypothesize that an essential inhibitory mechanism in GCs may exist that restrains gene expression important for resuming oocyte maturation before the LH induction. The inability to repress the expression of these genes leads to the gonadotropin-independent resumption of meiosis, which interrupts the synchrony between oocyte maturation and ovulation and compromises female fertility^3^. Surprisingly, this study revealed an epigenetic modification mechanism in GCs that histone acetylation by HDAC3 is essential for gonadotropin-induced oocyte maturation (Supplementary Fig. 8).

EGF-like growth factors mediate the effect of LH on oocyte maturation^30^. Among these factors, AREG is the most abundant and important protein^26^. The *Areg* knockout mouse has severely impaired fertility^31^, and AREG levels in follicular fluid are positively correlated with the number of available embryos in humans^32^. However, given the significant differences in bioactivity between endogenous and recombinant AREG, the concentration of recombinant AREG necessary to promote cumulus expansion and oocyte maturation in vitro is approximately 20-fold higher than that detected in follicular fluid^26^. Therefore, employing GC-secreted AREG to improve oocyte maturation in vitro may be a more efficient and physiological strategy. Here AREG expression in both GCs and cumulus cells is essential for oocyte maturation under physiological conditions^19^. HDAC3 regulates AREG expression in both GCs and cumulus cells (Fig. 2a–d; Supplementary Fig. 4a, b). Combined with the result that the LH surge decreased HDAC3 levels in GCs and cumulus cells (Fig. 1a, b; Supplementary Fig. 1b, c), LH decreases HDAC3 protein levels in mGCs directly and in cumulus cells indirectly, resulting in increased AREG expression levels in both mGCs and cumulus cells and oocyte maturation. However, AREG may not be the sole target of HDACi 4b; supplementing the IVM medium with AG1478, a specific inhibitor of the AREG receptor (EGFR), did not prevent 10–20% of oocytes from maturing. Therefore, other unknown oocyte meiosis-related factors may be regulated by HDAC3 in GCs.

The reasons why altered expression of more genes was observed following treatment with the HDACi 4b inhibitor compared with genetic loss of HDAC3 could be versatile. According to our study, the expression of *Hdac3* in the ovarian GCs was only partially depleted whenever *Hdac3* was deleted in *Hdac3*^cKO^ females by administration of tamoxifen because of the low efficiency of induced gene knockout. 

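Hdac3 lies on chromosome 18 of GRCm38 from 37935844 to 37955016. Its level was 24.42 ± 0.023 RPKM (SD, n = 2) in Hdac3flox/flox and 19.28 ± 0.141 RPKM (SD, n = 2) in Hdac3cKO, with 1799 and 1805 reads against 1440 and 1361 reads. The log2 fold change was −0.34 (standard error 0.032, adjusted p = 0.00935 from limma). With any 1 library left out, the log2 fold change ranged from −0.347 to −0.332 and the adjusted p from 0.0724 to 0.0894. These values sum reads over the whole gene, so transcripts that have lost only the deleted exons still count. The related deacetylases were not called, with log2 fold changes of 0.13 for Hdac1 (adjusted p = 0.0525), 0.13 for Hdac2 (adjusted p = 0.062) and −0.25 for Hdac8 (adjusted p = 0.292), all from limma. Ncor1, which encodes a corepressor that binds HDAC3, had a log2 fold change of −0.07 (adjusted p = 0.283 from limma), whereas Tbl1xr1, another subunit of that complex, fell by 0.24 (standard error 0.048, adjusted p = 0.0365 from limma). Of 12 tested genes on the list of class I deacetylases, this complex and the transcription factors named in the study, 1 was higher and 3 were lower (3 and 3 when adjusted over the list alone). Gata4 rose by 0.47 (standard error 0.047, adjusted p = 0.00989 from limma) and Foxo1 fell by 0.27 (standard error 0.031, adjusted p = 0.0128 from limma). Foxl2, after which the Cre line of Hdac3cKO is named, fell by 0.27 (standard error 0.031, adjusted p = 0.0125 from limma).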

As one of the inhibitors of HDAC3, HDACi 4b is also functional in inhibiting the activity of HDAC1. However, HDACi 4b showed a ~3-, ~25-, and ~72-fold selectivity for HDAC3 over HDAC1, 2, and 8 respectively, and essentially no activity against other HDAC subfamily members^18^. The concentration of HDACi 4b we used in this paper was the lowest effective concentration based on our pre-assays, which means that HDACi 4b at this specific concentration could mimic the effect of HDAC3 depletion on AREG expression and oocyte maturation in vivo. In this study, more altered expression of genes was observed following HDACi 4b treatment, instead of the in vivo group (Supplementary Fig. S6). Taking into account these above reasons, it is therefore understandable the differences between the data obtained in vivo resulting from HDAC3 partially depleted GCs and the data obtained in vitro resulting from HDAC3 fully inhibited GCs. 

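The reads of Areg rose from 19 and 11 in Hdac3flox/flox to 95 and 52 in Hdac3cKO. Scaled to the library totals, the ratio of the summed reads was 4.98, with an exact 95% interval from 3.34 to 7.64 that covers counting error only. Areg lies on chromosome 5 of GRCm38 from 91139599 to 91148432. The log2 fold change ranged from 1.75 without Hdac3cKO replicate 1 to 2.53 without Hdac3cKO replicate 2, and with any 1 library left out the adjusted p lay between 0.0849 and 0.125 from limma. Of 10 tested genes of EGF-like growth factors and their receptors, Areg was higher, 1 was lower and 8 did not pass the test, as when adjusted over the list alone. Hbegf, which encodes another ligand of EGFR, fell by 1.70 on the log2 scale (standard error 0.082, adjusted p = 0.00357 from limma). Ereg and Btc, which encode epiregulin and betacellulin, had log2 fold changes of 0.06 (standard error 0.126, adjusted p = 0.78 from limma) and 0.07 (standard error 0.278, adjusted p = 0.877 from limma). Egfr was measured at 9.06 ± 0.405 RPKM in Hdac3flox/flox and 9.33 ± 0.370 RPKM in Hdac3cKO (SD, n = 2 each) and was not called (adjusted p = 0.662 from limma).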

Anyway, the expression of *Areg* in ovarian GCs was significantly increased in both *Hdac3*^cKO^ mice and HDACi 4b-treated GCs, which is in agreement with other results obtained in vitro and in vivo. In sum, *Areg* is an essential target gene of HDAC3 in mediating gonadotropin action on oocyte maturation.

Although HDACi 4b preferentially targets HDAC3 and had limited in vitro and in vivo toxicity^18^, an evaluation of the safety of HDACi 4b is still necessary before blastocysts produced with this system could be considered for practical use. Despite that HDAC1/3 belongs to the same class and directly interact in some cases, their cell type- and developmental stage-specific physiological actions may be distinct^33^. Interestingly, among all class I family HDACs currently identified in humans^34^, only HDAC3 responded to LH in preovulatory follicles in this study.

Physiologically, ovarian GCs mediates the action of gonadotropins on oocyte maturation and ovulation in the periovulatory follicles. Our results proved that, although the transcription factors (such as SP1) of AREG exists before LH surge in mGCs, these transcription factors cannot initiate AREG expression because the accessibility of *Areg* promoter is blocked by HDAC3. The findings emphasized the pivotal role of epigenetic modification of histone acetylation for the specifically open and closed of FSH and LH target genes in mGCs during oocyte maturation.

## Methods

### Animal strains

C57BL/6J female mice were raised in colonies maintained by the investigators. Mice aged 21–23 days received an i.p. injection of 5 IU of PMSG (Sansheng Pharmaceutical Co., Ltd., Ningbo, China) to stimulate follicle growth. Forty-six to 48 h later, the mice received an i.p. injection of 5 IU of hCG (Sansheng Pharmaceutical Co., Ltd., Ningbo, China) to induce oocyte maturation and ovulation. *Hdac3*^*flox/flox*^ mice were purchased from the Jackson Laboratory (ME, USA), and *Foxl2*-*Cre*ER^T2^ mice were a gift from Dr. Liu Kui. All of these mice were housed under controlled temperature (22 °C) and light conditions (14 h light, 10 h darkness; lights on at 07:00 a.m.) and allowed free access to chow and water. Briefly, to obtain the *Hdac3*^cKO^ mice, we crossed the *Hdac3*^*flox/flox*^ females with *Hdac3*^*flox/flox*^ plus *Foxl2-Cre*ER^T2^ males without tamoxifen treatment. Therefore, the offsprings with *Hdac3*^*flox/flox*^ but without *Foxl2-Cre*ER^T2^ were used as controls. The experiments were performed in accordance with the principles and guidelines for the use of laboratory animals of China Agricultural University and approved by the Institutional Animal Care and Use Committee of China Agricultural University.

### Tamoxifen administration in *Foxl2*-*Cre*ER^T2^; *Hdac3*^*fl/fl*^ mice

Tamoxifen was resuspended to a concentration of 100 mg/mL in 95% ethanol and further diluted with corn oil to a final concentration of 20 mg/mL. A single i.p. injection of tamoxifen (20 mg/kg body weight) was administered, respectively, to 18-day-old *Hdac3*^*flox/flox*^; *Foxl2*-*Cre*ER^T2^ female mice and *Hdac3*^*flox/flox*^ female mice (controls).

### Chemicals, hormones, and media

All chemicals were purchased from Sigma-Aldrich (St. Louis, MO, USA) unless otherwise noted. Media used for all experiments were obtained from Gibco (Life Technologies, CA, USA). All of the antibodies against histone acetylation were purchased from Active Motif (Shanghai, China) with the exception of the H3K14ac antibody, which was purchased from EpiGentek (Farmingdale, NY, USA). Other antibodies used in this paper are presented in Supplementary Table 3.

### Follicle, COC, and mGC culture

Follicles were isolated from the ovaries of PMSG-primed mice and cultured in M199 medium with ITS (insulin–transferrin–sodium selenite media supplement). To investigate the effect of the HDAC3 inhibitor HDACi 4b (sc207902, Santa Cruz Biotechnology, CA, USA) on oocyte maturation in vitro, the follicles were cultured for 16 h with or without 5 μM HDACi 4b. Furthermore, to investigate the role of SP1 in AREG expression, 1 μM MIT, an SP1 inhibitor, was added to both HDACi 4b-treated follicles and LH-treated follicles for 4 h. Gene expression in all these groups was examined at the end of the culture period.

Previous studies reported that PMSG was able to mimic the action of FSH in follicle development, and hCG mimicked the effects of LH on oocyte maturation and ovulation^35–37^. Therefore, PMSG and hCG are widely used as substitutes for FSH and LH in others’ and our studies. Here COCs and mGCs were collected with a micropipette by puncturing large antral follicles with oocytes at the GV stage from the ovaries of mice that were pretreated with PMSG for 46–48 h. The collected mGCs and COCs were maintained in hypoxanthine (HX)-IVM medium (M199 medium containing 4 mM HX, 75 g/mL penicillin G, 50 g/mL streptomycin sulfate, 0.29 mM pyruvate, and 3 mg/mL bovine serum albumin (BSA)). To promote cell attachment, mGCs were cultured in IVM medium with 10% fetal bovine serum (FBS). Before COC culture, mGCs were treated with or without 5 μM HDACi 4b overnight to investigate the effect of mGC-derived HDAC3 on oocyte maturation. Then COCs were added to the mGC feeders and cocultured for 16 h with 30 nM NPPC. Furthermore, to elucidate whether AREG mediates the effects of HDAC3 on oocyte maturation, 1 μM AG1478, an EGFR inhibitor, was added to the mGC feeder medium. The GVBD ratio of oocytes in these COCs was analyzed. In addition, samples of mGCs and COCs were centrifuged, frozen, and stored at −80 °C for subsequent mRNA or protein expression analysis.

Follicles, oocytes, COCs, and mGCs were cultured at 37 °C in a controlled atmosphere of 5% CO_2_ and 95% air throughout the study.

### RNA preparation and analysis

RNA was isolated from cultured cells and follicles using TRIzol Reagent (Invitrogen, Life Technologies, CA, USA) according to the manufacturer’s protocol. The quantity and quality of total RNA were assessed using a Nanodrop spectrophotometer (Thermo Scientific, USA). Reverse transcription (RT) (Promega Reverse Transcription System) was performed using 1 μg of total RNA per sample. qPCR was conducted and analyzed on an ABI 7500 Sequence Detection System (Applied Biosystems, USA) using a standard protocol. The primers used for test genes are listed in Supplementary Table 1. 

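Transcripts of several cell types of the ovary were measured in these libraries. Oocyte genes were present in both genotypes, with Zp2, which encodes a protein of the zona pellucida, at 30.8 ± 0.058 RPKM in Hdac3flox/flox and 38.3 ± 3.59 RPKM in Hdac3cKO (SD, n = 2 each). Of 20 tested oocyte genes, 1 was higher and 19 did not pass the test (0 when adjusted over the list alone), with a camera adjusted p = 0.02, higher, at a preset correlation and an adjusted p = 0.72 at an estimated one. Theca cell genes were present too, and of 11 tested 5 were lower and 1 was higher in Hdac3cKO (6 and 2 when adjusted over the list alone). Insl3, a hormone of theca cells, fell by 1.20 on the log2 scale (standard error 0.204, adjusted p = 0.0268 from limma). Of 12 endothelial genes 7 were lower, including Cldn5 (log2 fold change −0.81) and Tie1 (log2 fold change −0.71), and of 12 genes of stroma and fibroblasts 8 were lower, including Lum (log2 fold change −0.89) and Pdgfrb (log2 fold change −0.48). Adjusted over the list alone, 9 genes of each of these lists were lower. Of 8 smooth muscle genes 4 were lower, including Myh11 (log2 fold change −0.77), with 1 higher and 6 lower when adjusted over the list alone. None of these 3 lists had a gene called higher over all genes. The camera test with a preset correlation gave adjusted p of 6.5e-05 for endothelium, 0.0041 for stroma and fibroblasts and 0.016 for smooth muscle, and adjusted p of 0.6, 0.6 and 0.7 with an estimated correlation. Of 14 genes of macrophages and other leukocytes, 2 were lower, and of 11 genes of the ovarian surface epithelium, 2 were lower, with the same counts when adjusted over the list alone. No gene was called among 5 erythroid and 4 oviduct genes.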

For RNA-seq analysis of ovarian GCs from *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ mice, total RNA extracted from *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ mouse ovaries was analyzed by Annoroad Gene Technology Co., Ltd. (Beijing, PR China). Furthermore, for single-cell RNA-seq analysis of oocytes cultured with or without HDACi 4b, RNA was extracted from 35 oocytes per group, and transcriptome analysis was performed by Annoroad Gene Technology Co., Ltd. (Beijing, PR China).

### Chromatin immunoprecipitation

To clarify whether HDAC3 directly binds to the *Areg* promoter, ChIP analysis was performed as described in the ChIP Assay Kit instructions (17–371, Millipore, MA, USA). In brief, cells extracted from mouse ovaries in vivo or cultured cells in vitro were cross-linked with 1% formaldehyde for 10 min at room temperature and neutralized by glycine at a final concentration of 0.125 M. After three washes with ice-cold phosphate-buffered saline (PBS), cell pellets were lysed in 1% sodium dodecyl sulfate (SDS) buffer containing a protease inhibitor. Then chromatin was sheared by sonication until the average DNA length was approximately 300–500 bp, as evaluated by 1% agarose gel electrophoresis. Sheared chromatin was diluted in ChIP dilution buffer to a final SDS concentration of 0.1%. Then salmon sperm DNA/protein agarose slurry was added to preclear the chromatin solution. One percent of the chromatin fragment sample was stored at 4 °C for later use as nonprecipitated total chromatin (input) for normalization. The remaining chromatin fragments (99%) were incubated overnight at 4 °C with 3 μg of anti-HDAC3 antibody. Normal rabbit IgG (17–601, Millipore, MA, USA) was used as a negative control for nonspecific immunoprecipitation. The chromatin–antibody complex was incubated with protein A/G beads for 1 h at 4 °C. The antibody/DNA complexes on agarose beads were collected by centrifugation. The beads were washed with various buffers in the following order: low-salt immune complex buffer, high-salt immune complex buffer, LiCl immune complex buffer, and TE buffer provided by the supplier. Then the beads were suspended in elution buffer, and precipitated protein/DNA complexes were eluted from the antibodies/beads. The resulting protein/DNA complexes were then subjected to cross-link reversal in 0.2 M NaCl at 65 °C for 10 h, followed by the addition of 10 mM EDTA, 40 mM Tris-HCl, and 40 μg/ml proteinase K and incubation at 55 °C for 2 h. DNA was purified by phenol/chloroform extraction and ethanol precipitation. Specific primers (Supplementary Table 2) were used to detect immunoprecipitated chromatin fragments and input chromatin.

### Immunofluorescence

Ovaries and follicles were fixed in cold 4% paraformaldehyde (PFA) for 48 and 24 h, respectively. Then the samples were dehydrated in ethanol and toluene, embedded in paraffin, and sectioned at 5-μm thickness. Ovaries and follicles were transferred to 3-aminopropyl-triethoxysilane-treated microscope slides (ZLI-9001, Zhongshan Company, Beijing, China) for immunofluorescence staining. In brief, sections were deparaffinized and rehydrated, and antigen retrieval was performed by microwaving for 15 min in 0.01% sodium citrate buffer (pH 6.0). For immunofluorescence analysis, sections were blocked with 10% normal donkey serum and incubated overnight at 4 °C with primary antibodies against HDAC3 before incubation with Alexa Fluor 488- or 555-conjugated secondary antibodies (1:100, Invitrogen, Life Technologies, CA, USA) for 1 h at 37 °C and propidium iodide (421301, BioLegend, CA, USA) or Hoechst 33342 (B2261; Sigma-Aldrich, USA) as a nuclear counterstain. Samples were observed under a microscope.

### Immunohistochemistry (IHC)

For IHC, ovary sections were treated with 3% H_2_O_2_ in PBS for 20 min to quench endogenous peroxidase activity. Nonspecific binding was blocked with 5% BSA in PBS. Sections were then incubated overnight at 4 °C with the primary antibodies, incubated for 20 min at room temperature with horseradish peroxidase-labeled goat anti-rabbit IgG (Zhongshan Company, Beijing, China), and rinsed with PBS. The antibody complex was detected using DAB reagent according to the manufacturer’s instructions (Zhongshan Company, Beijing, China).

### Periodic acid Schiff (PAS) staining

To detect the corpora amylacea marker PAS, the sections were incubated in 0.5% periodic acid (Solarbio Company, Beijing, China) for 5 min at room temperature, followed by washing in tap water for 1 min. Then the sections were incubated in Schiff reagent (Solarbio Company, Beijing, China) for 10 min, followed by washing in tap water for 10 min. After the sections were rinsed in PBS for 10 min, the nuclei were stained with hematoxylin.

### Coimmunoprecipitation

Fresh GCs were collected from the ovaries of 22–24-day-old female mice following stimulation with 5 IU of PMSG for 46 h. Lysis buffer was added, and samples were centrifuged to obtain total protein. HDAC3 immunoprecipitation was performed according to the protocols of Dynabeads Protein G Immunoprecipitation Kit (Invitrogen, USA), as summarized below. Dynabeads were resuspended in Binding & Washing buffer containing 5 μg of anti-HDAC3 antibody and incubated for 40 min with rotation at room temperature. Dynabead–antibody complexes were then washed with Binding and Washing buffer. Then protein lysates were added for 1 h at room temperature with rotation, and the Dynabead–antibody–antigen complexes were washed thrice. Next, the complex was gently resuspended in 20 μL of elution buffer and incubated for 5 min at 70 °C. The supernatant was transferred to a new tube and boiled in elution buffer for 10 min in a water bath at 100 °C. The nonspecific binding control was incubated with normal rabbit IgG (sc-2763, Santa Cruz Biotechnology, CA, USA). The supernatants of both the control and HDAC3 groups were subjected to liquid chromatography coupled with MS in the MS laboratory of China Agriculture University to identify all proteins that interacted with HDAC3.

### Immunoblotting

Total protein was extracted in WIP (CellChip, BJ Biotechnology Co., Ltd., Beijing, China) as recommended by the manufacturer. In brief, total protein from each sample was separated by 10% SDS-polyacrylamide gel electrophoresis and then electrophoretically transferred onto polyvinylidene fluoride membranes (IPVH00010, Millipore, MA, USA). The membranes were then incubated for 1 h at room temperature with 5% BSA, followed by an overnight incubation at 4 °C with an anti-HDAC3 antibody. After being washed in TBST, the membranes were incubated with secondary antibody (1:5000, ZB-2301 and ZB-2305, ZSGB-BIO, Beijing, China) in TBST, followed by detection with the SuperSignal chemiluminescent detection system (34080, Thermo Scientific, CA, USA). Glyceraldehyde 3-phosphate dehydrogenase was used as an internal control.

### DNA pulldown assay and bioinformatic analysis with JASPAR

To identify transcription factors that bind to the *Areg* promoter, DNA pulldown assays were performed as described previously^38^. Briefly, fresh GCs were collected from the ovaries of 22–24-day-old female mice stimulated with 5 IU of PMSG for 46 h and the nuclei were extracted from GCs with Buffer A (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 300 mM sucrose, and 0.5% NP-40). Nuclear protein was extracted from GC nucleus with NE (20 mM HEPES (pH7.9), 1.5 mM MgCl2, 0.5 M NaCl, 0.2 mM EDTA and 20% glycerol) and NET (Make up to 1% Triton-X-100, 1 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride in NE buffer) buffer as described^38^. Then primers targeting the *Areg* promoter (−343 to −150) were synthesized with a 5′ biotin label, resulting in 5′-biotinylated double-strand DNA probes. The DNA probes were incubated overnight with the extracted nuclear proteins. The DNA–protein complexes were incubated with streptavidin-agarose beads (20347, Thermo Scientific, CA, USA) for 1 h. The DNA–protein–streptavidin bead complexes were washed three times with PBS. Finally, the complexes were eluted and subjected to MS analysis in the MS laboratory of China Agriculture University. For the bioinformatic analysis of potential transcription factor binding to the *Areg* promoter with JASPAR, we uploaded the *Areg* promoter sequence (from −343 to −150) onto the http://jaspar.genereg.net/ website.

### Cross-linking Co-IP and reverse cross-linking Co-IP

To identify all the interactors of HDAC3 at chromatin, we performed cross-linking Co-IP assays as described previously^24^. Briefly, fresh GCs were collected from the ovaries of 22–24-day-old female mice stimulated with 5 IU of PMSG for 46 h. Nuclear proteins were extracted from GCs with Buffer A (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 300 mM sucrose, and 0.5% NP-40) as described^39^. Then the nuclei were fixed with 1% formaldehyde diluted in PBS for 10 min at 37 °C. Cross-linked samples were quenched with glycine, washed once with PBS, and resuspended in 1 ml NCB (20 mM Tris-HCl pH 8, 100 mM KCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, and 1 mM DTT) supplemented with EDTA-free protein inhibitor cocktail (Millipore). Lysates were sonicated with a probe sonicator (Ningbo, China). Then the cross-linked chromatin extracts were cleared by centrifugation and subsequently treated with 1000 Kunitz units of Benzonase (Sigma) for 30 min at 30 °C. The extracts were immunoprecipitated overnight with anti-HDAC3 magnetic beads (16–663, Millipore, MA, USA) or normal IgG magnetic beads. Then the complexes were washed three times and eluted with elution buffer for MS analysis in the MS laboratory of China Agriculture University. To confirm the interaction between FOXO1 and HDAC3, the cross-linking of the proteins eluted from the complexes was reversed by heating at 65 °C overnight with 0.2 M NaCl. Then the reverse cross-linked proteins were analyzed by western blotting.

### Oocyte IVM, IVF, and early embryo IVC

Four- to 5-week-old mice were used for this experiment. The mGCs retrieved from mice were cultured in Nunc IVF 4-well dishes (Thermo Scientific, Life Technologies, CA, USA) with IVM medium containing 10% FBS with or without 5 μM HDAC3 inhibitor. The medium was covered with mineral oil (M8410, Sigma). The collected COCs were cocultured with mGC feeders. COCs in both groups were digested with hyaluronidase (90017, Vitrolife, Sweden) before examining meiosis progression. Oocytes at the MII stage in both groups were used for IVF. Mouse sperm capacitation was induced with IVF medium (Vitrolife, Sweden) for 1 h. Then sperm were mixed with MII oocytes in IVF medium for 6 h. Fertilization was confirmed by monitoring pronuclear formation. Then zygotes were transferred to G1 plus medium (Vitrolife, Sweden) and cultured until the embryos reached the eight-cell stage. Then zygotes were transferred into G2 plus medium (Vitrolife, Sweden) for further culture. The number of blastocysts was calculated and analyzed. The embryos were transferred into the uterus of a 2.5-day postcoital pseudopregnant female mice as previously described^38^.

### TUNEL

For TUNEL assays, ovaries were collected from *Hdac3*^*flox/flox*^ and *Hdac3*^cKO^ mice and fixed in cold 4% PFA for 1 h. The tissues were embedded in paraffin wax and serially sectioned at 5 μm. Apoptotic cells were detected using a TUNEL Apoptosis Detection Kit (Invitrogen, Life Technologies, USA) after HDAC3 immunostaining.

### Statistical analysis

All analysis were performed using Graph Pad Prism version 7 for Windows (GraphPad Software, La Jolla, CA, USA). Data for RT-PCR assays, follicle and oocyte counting experiments, and breeding tests are presented as mean ± SEM, and each experiment was performed in triplicate. Data were analyzed using *t* test or analysis of variance. Values of *P* < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

RNA-seq data have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE139666 for the SuperSeries record of the three groups of RNA-seq data, including GSE139663, GSE139664, and GSE139665, respectively, for the transcriptome of *HDAC3*^cKO^ mice ovarian mGCs, the cultured ovarian mGCs treated with HDACi 4b, and the cultured oocytes treated with HDACi 4b. Proteomics data of Fig. 4 are available in Supplementary Data 4–8. The reporting summary and editorial checklist for this article are available as a Supplementary file.

## Source Data

Source Data

## References

[1] Hsieh M (2007). Luteinizing hormone-dependent activation of the epidermal growth factor network is essential for ovulation. Mol. Cell. Biol..

[2] Conti M, Hsieh M, Zamah AM, Oh JS (2012). Novel signaling mechanisms in the ovary during oocyte maturation and ovulation. Mol. Cell. Endocrinol..

[3] Zhang M, Su YQ, Sugiura K, Xia G, Eppig JJ (2010). Granulosa cell ligand NPPC and its receptor NPR2 maintain meiotic arrest in mouse oocytes. Science.

[4] Richard FJ, Tsafriri A, Conti M (2001). Role of phosphodiesterase type 3A in rat oocyte maturation. Biol. Reprod..

[5] Vaccari S, Weeks JL, Hsieh M, Menniti FS, Conti M (2009). Cyclic GMP signaling is involved in the luteinizing hormone-dependent meiotic maturation of mouse oocytes. Biol. Reprod..

[6] Park JY (2004). EGF-like growth factors as mediators of LH action in the ovulatory follicle. Science.

[7] Wang X (2018). High level of C-type natriuretic peptide induced by hyperandrogen-mediated anovulation in polycystic ovary syndrome mice. Clin. Sci..

[8] Liu W (2017). Estrogen receptors in granulosa cells govern meiotic resumption of pre-ovulatory oocytes in mammals. Cell Death Dis..

[9] Zhang M, Xia G (2012). Hormonal control of mammalian oocyte meiosis at diplotene stage. Cell. Mol. Life Sci..

[10] Fang J (2016). Involvement of protein acyltransferase ZDHHC3 in maintaining oocyte meiotic arrest in *Xenopus laevis*. Biol. Reprod..

[11] Yoshida N, Brahmajosyula M, Shoji S, Amanai M, Perry AC (2007). Epigenetic discrimination by mouse metaphase II oocytes mediates asymmetric chromatin remodeling independently of meiotic exit. Dev. Biol..

[12] Lee L (2013). Changes in histone modification and DNA methylation of the StAR and Cyp19a1 promoter regions in granulosa cells undergoing luteinization during ovulation in rats. Endocrinology.

[13] Strahl BD, Allis CD (2000). The language of covalent histone modifications. Nature.

[14] Qu F (2012). A molecular mechanism underlying ovarian dysfunction of polycystic ovary syndrome: hyperandrogenism induces epigenetic alterations in the granulosa cells. J. Mol. Med..

[15] Grunstein M (1997). Histone acetylation in chromatin structure and transcription. Nature.

[16] Alenghat T (2013). Histone deacetylase 3 coordinates commensal-bacteria-dependent intestinal homeostasis. Nature.

[17] Zheng W (2014). Two classes of ovarian primordial follicles exhibit distinct developmental dynamics and physiological functions. Hum. Mol. Genet..

[18] Jia H (2012). Histone deacetylase (HDAC) inhibitors targeting HDAC3 and HDAC1 ameliorate polyglutamine-elicited phenotypes in model systems of Huntington’s disease. Neurobiol. Dis..

[19] Hernandez-Gonzalez I (2006). Gene expression profiles of cumulus cell oocyte complexes during ovulation reveal cumulus cells express neuronal and immune-related genes: does this expand their role in the ovulation process?. Mol. Endocrinol..

[20] Wang Y (2013). Epidermal growth factor receptor signaling-dependent calcium elevation in cumulus cells is required for NPR2 inhibition and meiotic resumption in mouse oocytes. Endocrinology.

[21] Karagianni P, Wong J (2007). HDAC3: taking the SMRT-N-CoRrect road to repression. Oncogene.

[22] Guenther MG, Barak O, Lazar MA (2001). The SMRT and N-CoR corepressors are activating cofactors for histone deacetylase 3. Mol. Cell. Biol..

[23] Watson PJ, Fairall L, Santos GM, Schwabe JW (2012). Structure of HDAC3 bound to co-repressor and inositol tetraphosphate. Nature.

[24] Armour SM (2017). An HDAC3-PROX1 corepressor module acts on HNF4alpha to control hepatic triglycerides. Nat. Commun..

[25] Bonnet A, Dalbiès-Tran R, Sirard MA (2008). Opportunities and challenges in applying genomics to the study of oogenesis and folliculogenesis in farm animals. Reproduction.

[26] Zamah AM (2010). Human oocyte maturation is dependent on LH-stimulated accumulation of the epidermal growth factor-like growth factor, amphiregulin. Hum. Reprod..

[27] Conti M (2002). Role of cyclic nucleotide signaling in oocyte maturation. Mol. Cell. Endocrinol..

[28] Jurema MW, Nogueira D (2006). In vitro maturation of human oocytes for assisted reproduction. Fertil. Steril..

[29] Feng R (2016). Mutations in TUBB8 and human oocyte meiotic arrest. N. Engl. J. Med..

[30] Swain JE, Pool TB (2008). ART failure: oocyte contributions to unsuccessful fertilization. Hum. Reprod. Update.

[31] Chen J (2013). Somatic cells regulate maternal mRNA translation and developmental competence of mouse oocytes. Nat. Cell Biol..

[32] Santos MA, Kuijk EW, Macklon NS (2010). The impact of ovarian stimulation for IVF on the developing embryo. Reproduction.

[33] Thomas EA (2008). The HDAC inhibitor 4b ameliorates the disease phenotype and transcriptional abnormalities in Huntington’s disease transgenic mice. Proc. Natl Acad. Sci. USA.

[34] Xu WS, Parmigiani RB, Marks PA (2007). Histone deacetylase inhibitors: molecular mechanisms of action. Oncogene.

[35] Popova E, Krivokharchenko A, Ganten D, Bader M (2002). Comparison between PMSG- and FSH-induced superovulation for the generation of transgenic rats. Mol. Reprod. Dev..

[36] Pramoda S, Saidapur SK (1984). Preponement of ovarian follicular development in the frog, *Rana tigerina*, using PMSG, HCG, growth hormone, heteroplastic pituitary pars distalis homogenate, FSH and LH. Indian J. Exp. Biol..

[37] Neal P, Baker TG (1974). Response of mouse ovaries in vivo and in organ culture to pregnant mare’s serum gonadotrophin and human chorionic gonadotrophin. 3. Effect of age. J. Reprod. Fertil..

[38] Singer O, Tiscornia G, Ikawa M, Verma IM (2006). Rapid generation of knockdown transgenic mice by silencing lentiviral vectors. Nat. Protoc..

[39] Wu, K. K. in *Gene Mapping, Discovery, and Expression: Methods and Protocols* (ed. Bina, M.) 281–290 (Humana Press, Totowa, NJ, 2006).

# Supplementary material for: HDAC3 maintains oocyte meiosis arrest by repressing amphiregulin expression before the LH surge
**Source:** Nat Commun. 2019 Dec 16;10:5719. doi: 10.1038/s41467-019-13671-8
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

HDAC3 maintains oocyte meiosis arrest by repressing amphiregulin expression before the LH surge by Wang et al.

Supplementary Figures

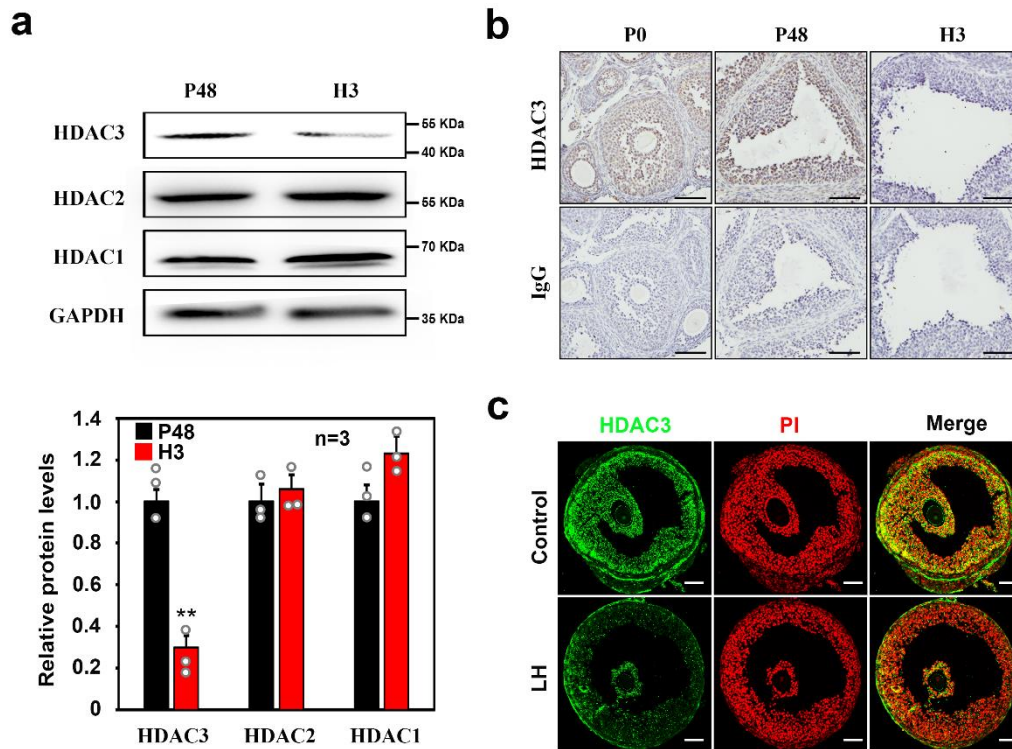

Supplementary Figure 1. LH decreases HDAC3 expression in ovarian GCs during oocyte maturation. **a** Western blot analysis revealed that among the class I family of HDACs, HDAC3 was specifically decreased by LH in GCs *in vivo*. n = 3 biologically independent experiments. Data are presented as mean $\pm$ SEM, Asterisks (*) indicate significant differences at $**P = 0.004$ determined by the two-side *t*-test. **b** HDAC3 immunostaining revealed that LH decreased HDAC3 levels *in vivo*. Scale bar=100 μ m. n = 3 biologically independent experiments. **c** LH decreased HDAC3 levels in follicles cultured *in vitro*. HDAC3 in green; nuclear DNA in red (propidium iodide, PI) indicates. Scale bar=100 μ m. n = 3 biologically independent experiments. Source data are provided as a Source Data file.

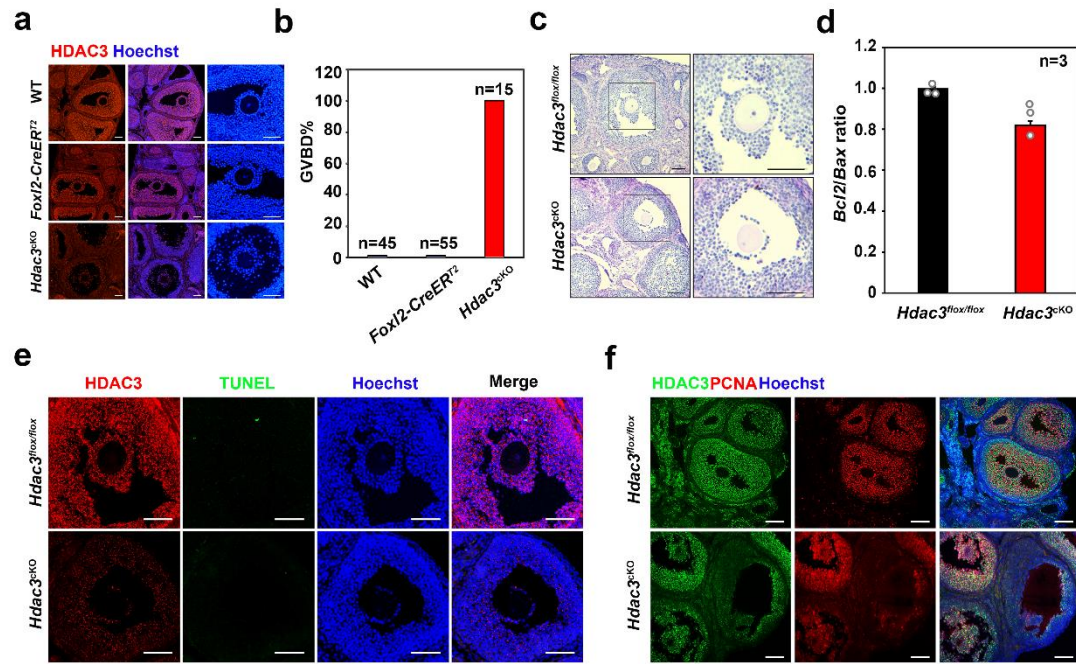

Supplementary Figure 2. *Hdac3* knockout in ovarian GCs mimics LH action on oocyte maturation and GCs proliferation. **a** HDAC3 (red) immunostaining in the different mouse models revealed that unlike the initiated oocyte meiosis resumption in *Hdac3^{fllox/fllox}*, *Foxl2-CreER^{T2}* female mice, the oocytes in wild type (WT) mice and *Foxl2-CreER^{T2}* mice were both arrested at GV stage. Scale bar = 100 μ m. Nuclear DNA is indicated in blue (Hoechst). **b** Oocyte maturation (GVBD) rates in follicles with or without HDAC3 expression in the different mouse genotypes. **c** The oocytes within follicles at either GV stage in *Hdac3^{fllox/fllox}* or GVBD stage in *Hdac3^{KO}* ovaries. Cytoplasm were shown by periodic acid schiff (PAS) staining. Nuclei were dyed with hematoxylin. Scale bar=100 μ m. n = 3 biologically independent experiments. **d** Quantitative real-time PCR analysis of the *Bcl2/Bax* ratio in *Hdac3^{fllox/fllox}* and *Hdac3^{KO}* GCs. **e** Representative micrographs showing TUNEL staining (green) in *Hdac3^{fllox/fllox}* and *Hdac3^{KO}* GCs. HDAC3 in red and nuclear in blue (Hoechst), scale bar=40 μ m. n = 3 biologically independent experiments. **f** Immunostaining of PCNA (red) revealed that the HDAC3 (green) conditional knockout in GCs resulted in the termination of GC proliferation. Nuclei were dyed with Hoechst (blue), scale bar=100 μ m. n = 3 biologically independent experiments. Source data are provided as a Source Data file.

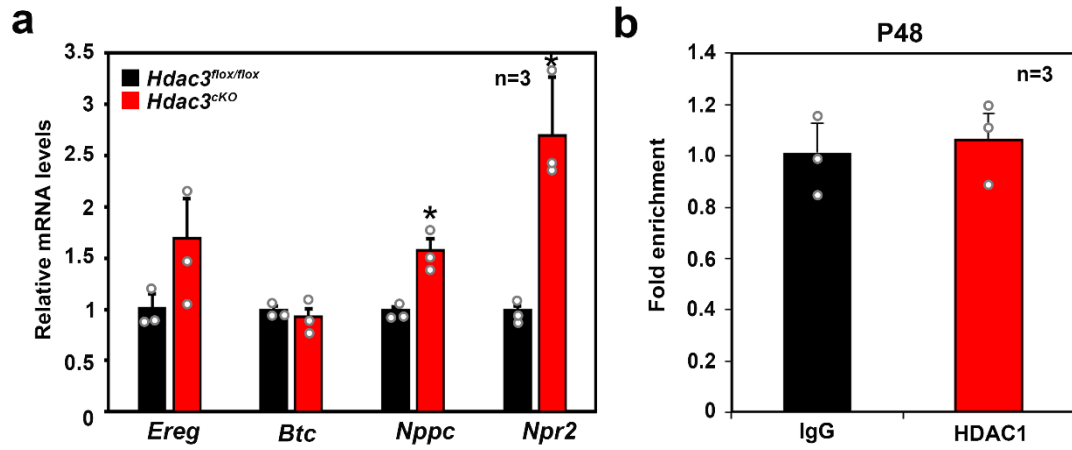

Supplementary Figure 3. HDAC3 rather than HDAC1 repressed *Areg* expression. **a** The mRNA levels of oocyte maturation-related genes of *Ereg*, *Btc*, *Nppc* and *Npr2* in *Hdac3^{flox/flox}* mice and *Hdac3^{cKO}* mice. **b** A ChIP-qPCR revealed that HDAC1 was unable to bind to the *Areg* promoter (the region from -343 to -150) before the LH surge. Data are presented as mean $\pm$ SEM, Asterisks (*) indicate significant differences at $*P < 0.05$ determined by the two-side *t*-test. Source data are provided as a Source Data file.

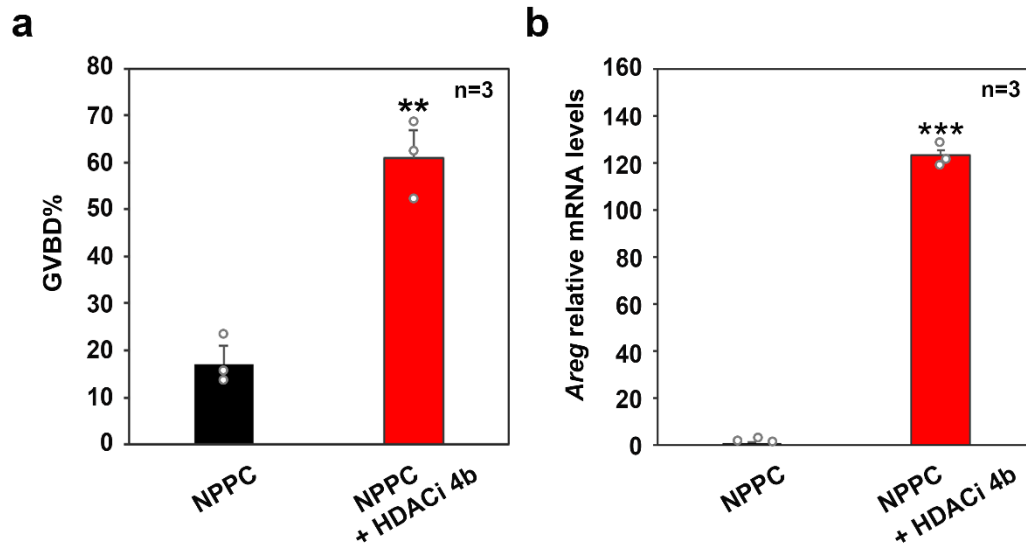

Supplementary Figure 4. HDACi 4b promoted the oocyte maturation in cultured COCs via inducing *Areg* expression in cumulus cells in NPPC-M199 medium. **a** Oocyte maturation rate (indicated by GVBD ratio) was significantly improved by HDACi 4b. HDACi 4b, the HDAC3 inhibitor. **b** The mRNA level of *Areg* in response to HDACi 4b was examined by quantitative real-time PCR analysis in our culture system. Data are presented as mean $\pm$ SEM, Asterisks (*) indicate significant differences at ** $P = 0.003$ and *** $P = 5.05E-6$ determined by the two-side t -test. Source data are provided as a Source Data file.

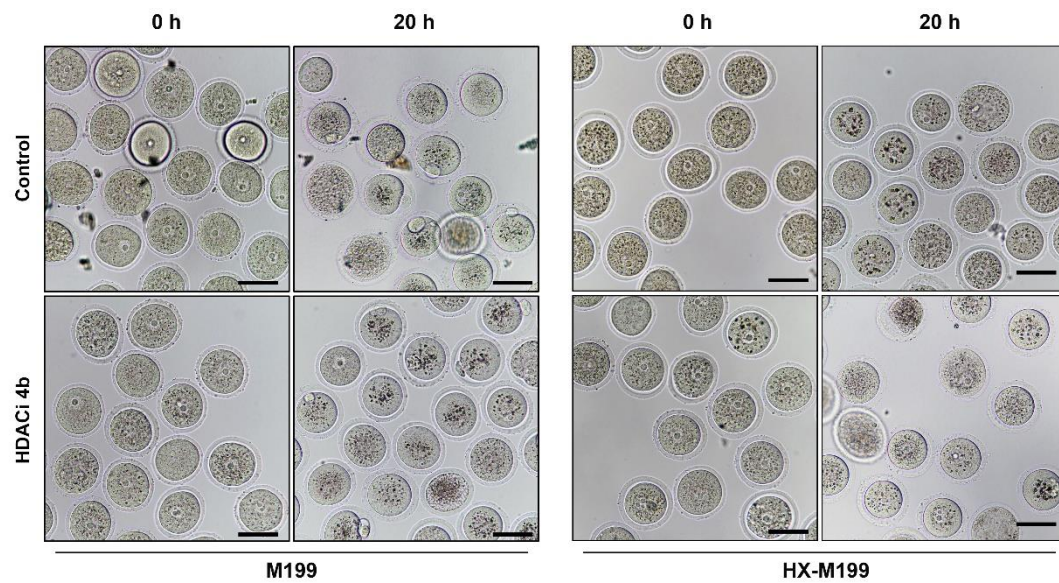

Supplementary Figure 5. HDACi 4b had no direct effect on the nude oocyte meiotic maturation. Nude oocytes recovered from wild type females were respectively cultured in HX-M199 or M199 medium with or without HDACi 4b for 20 h before examining the maturation rate. HDACi 4b, the HDAC3 inhibitor. Scale bar=100 μ m. n = 3 biologically independent experiments.

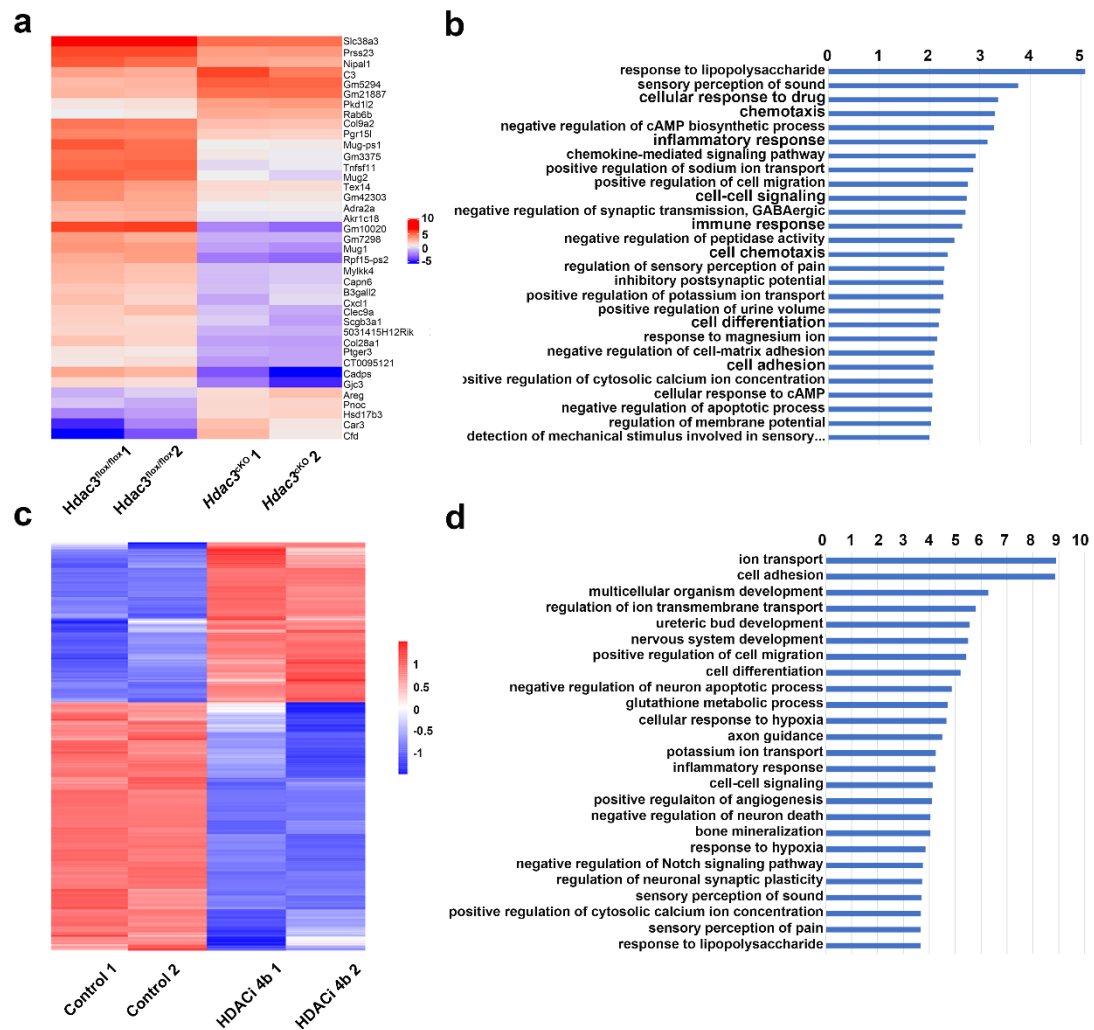

Supplementary Figure 6. RNAseq analysis for the GCs of HDAC3 depletion *in vivo* and inhibition *in vitro*. **a** Heatmap illustrated the GCs expressed genes with the most pronounced changes between *Hdac3^{flox/flox}* and *Hdac3^{cKO}* mice. **b** Gene ontology (GO) analysis of the differentially expressed genes between *Hdac3^{flox/flox}* and *Hdac3^{cKO}* mice. **c** Heatmap illustrated the GCs expressed genes with the most pronounced changes between Control and HDAC3 inhibited group *in vitro*. **d** Gene ontology (GO) analysis of the differentially expressed genes between Control and HDAC3 inhibited group *in vitro*.

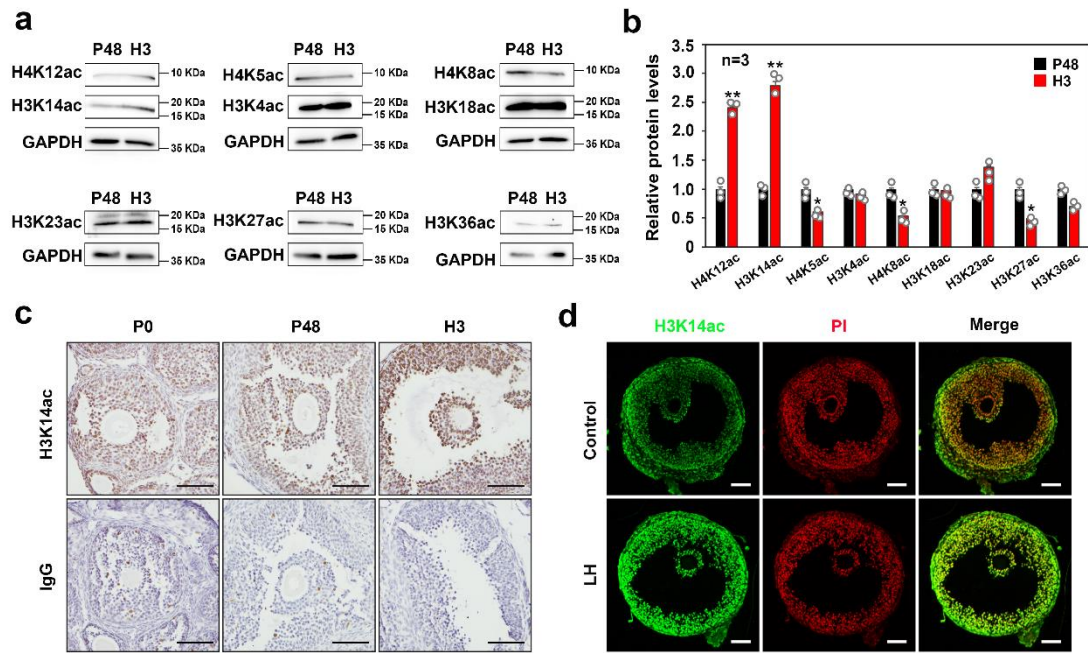

Supplementary Figure 7. LH induced the acetylation of H3K14 *in vivo* and *in vitro*. **a, b** Western blot analysis revealed the effect of LH on the acetylation of histones in GCs *in vivo*. n = 3 biologically independent experiments. Data are presented as mean $\pm$ SEM, Asterisks (*) indicate significant differences at * $P < 0.05$ and ** $P < 0.01$ determined by the two-side *t*-test. **c** H3K14ac immunostaining revealed that LH increased the acetylation levels of H3K14 *in vivo*. Scale bar=100 μ m. n = 3 biologically independent experiments. **d** LH increased H3K14ac levels in follicles cultured *in vitro*. H3K14ac in green; nuclear DNA in red (PI) indicates. Scale bar=100 μ m. n = 3 biologically independent experiments. Source data are provided as a Source Data file.

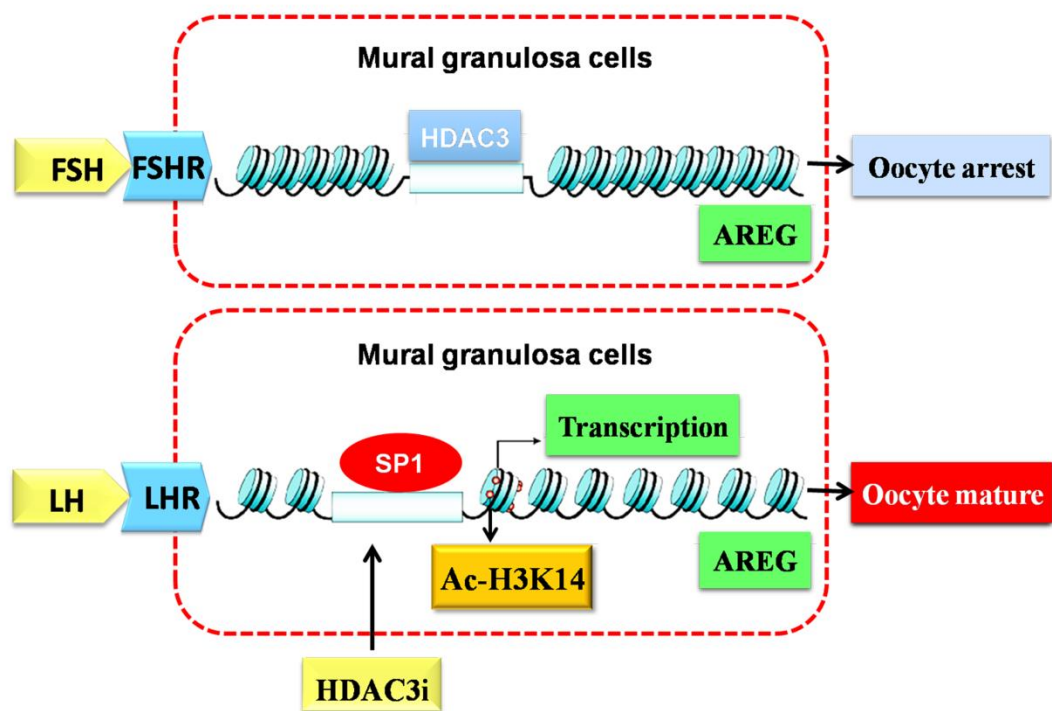

Supplementary Figure 8. The proposed signaling of HDAC3 in oocyte maturation.

Supplementary Table 1. List of primers used in quantitative real-time PCR.

Genes	Forwards (5' to 3')	Reverses (5' to 3')
<i>Nppc</i>	GGTCTGGGATGTTAGTGCAGCTA	TAAAAGCCACATTGCGTTGGA
<i>Npr2</i>	GCTGACCCGGCAAGTTCTGT	ACAATACTCGGTGACAATGCAGAT
<i>Areg</i>	GGTCTTAGGCTCAGGCCATTA	CGCTTATGGTGGAAACCTCTC
<i>Btc</i>	AAACCCACTTCTCTCGGTGC	AAACAGGTCCACTCGCTCAC
<i>Ereg</i>	GCATCCCAGGAGAATCCGAG	ACATCGCAGACCAGTGTAGC
<i>Bcl2</i>	GAACTGGGGGAGGATTGTGG	GCATGCTGGGGCCATATAGT
<i>Bax</i>	CTGGATCCAAGACCAGGGTG	GTGAGGACTCCAGCCACAAA
<i>β-actin</i>	CTTTGCAGCTCCTTCGTTGC	CCTTCTGACCCATTCCCACC

Supplementary Table 2. List of primers used in ChIP PCR.

Genes	Forwards (5' to 3')	Reverses (5' to 3')
<i>Areg</i>	GCTAACATCACTAAGCCACAG	CGAGCCCTGATTACGC

Supplementary Table 3. List of Primary antibodies used in immune detection.

Antibody	Catalog Code	Source	Host	Dilution		
				ChIP	IF/IHC	WB
HDAC3	Ab3070	Abcam	Rabbit	4 µg	1:1000	1:10000
HDAC1	17-608	Millipore	Mouse	4 µg		1:2000
HDAC2	AH382	Beyotime	Mouse			1:500
H3K14ac	A-4023	EPIGENTEK	Rabbit	4 µg	1:500	1:1000
PCNA	SC25280	Santa Cruz	Mouse		1:100	
AREG	SC74501	Santa Cruz	Mouse			1:500
FOXO1	2880	Cell signaling	Rabbit			1:1000
SP1	17-601	Millipore	Rabbit	4 µg		1:1000
GAPDH	G8795	Sigma-Aldrich	Mouse			1:5000

# Supplementary material for: HDAC3 maintains oocyte meiosis arrest by repressing amphiregulin expression before the LH surge
**Source:** Nat Commun. 2019 Dec 16;10:5719. doi: 10.1038/s41467-019-13671-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Sequence analysis of transcriptome of denuded oocyte between control group and HDACi 4b-treated group.

File name: Supplementary Data 2

Description: Sequence analysis of transcriptome of ovarian follicles mural granulosa cells between *Hdac3*^{flox/flox} mice and *Hdac3*^{CKO} mice.

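Supplementary Data 2 gives per gene the read count of each library, a fold change, a p-value, an adjusted p and a column that marks genes as significant. Of its 28610 rows, 336 could be read for use here. For 333 of its genes, the reads recovered from RPKM equalled its counts in all 4 libraries. Of the 264 readable genes that were tested here, 62 had an adjusted p under 0.05 in the paper's table and 69 were called by limma, with 50 called by both, all 50 in the same direction. The paper's table marks 1 of the readable genes as significant, H19, an imprinted non-coding RNA. H19 was also called here with at least a 2-fold change, at 0.817 ± 0.147 RPKM in Hdac3flox/flox and 2.35 ± 0.551 RPKM in Hdac3cKO (SD, n = 2 each). Myf5, a myogenic factor named after its value was seen, was called here with at least a 2-fold change (log2 fold change −1.81, adjusted p = 0.0338 from limma) and is not marked in the paper's table, which gives it no adjusted p. The log2 fold changes obtained here lay below those of the paper's table by a median difference of −0.043.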

File name: Supplementary Data 3

Description: Sequence analysis of transcriptome of cultured ovarian follicle mural granulosa cells between control group and HDACi 4b-treated group.

File name: Supplementary Data 4

Description: Proteomic analysis of HDAC3-binding proteins through co-immunoprecipitation coupled with mass spectrometry (LC-MS) with HDAC3 antibody.

File name: Supplementary Data 5

Description: Proteomic analysis of non-specific binding proteins through co-immunoprecipitation coupled with mass spectrometry (LC-MS) with IgG.

File name: Supplementary Data 6

Description: Proteomic analysis of HDAC3-binding proteins on chromatin through cross-linking co-immunoprecipitation coupled with mass spectrometry (LC-MS) with HDAC3 antibody and IgG.

File name: Supplementary Data 7

Description: Potential transcription factors that bind the *Areg* promoter obtained by JASPAR data.

File name: Supplementary Data 8

Description: Proteomic analysis of transcription factors that bind the *Areg* promoter through DNA-pulldown coupled with mass spectrometry (LC-MS).

How the deposited data were processed for this re-analysis (not part of the article)

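RNA of Hdac3flox/flox and Hdac3cKO mice was sequenced, with 2 libraries per genotype. The Methods give ovaries as its source, while the paper's Results and its description of Supplementary Data 2 name GCs. The labels name ovarian GCs of 24-day-old mice, 6 days after 1 tamoxifen injection of 20 mg per kg at 18 days of age, and do not say whether PMSG was given. The paper's text names no aligner, annotation, test or threshold for this comparison.

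The authors deposited RPKM values, made from reads that Annoroad obtained from Illumina TruSeq libraries. The submitters' processing notes name Bowtie 0.12.2 and the mm8 build; the counting tool and the annotation are not given in the sources used here. The unit was read from the values, since each value multiplied by one constant of its library and one of its gene gave the read count of Supplementary Data 2, to a relative departure of at most 8.9e-15. The table names only symbols. Of its 28611 rows, 26767 matched 1 gene of GENCODE M21 on GRCm38 by symbol, and for 91.0% of these the gene length implied by the values equalled the annotated exon length (relative tolerance 1e-06). This, and the positions in Supplementary Data 2, of which 314 of 336 equalled those of the annotation and 329 shared the chromosome and the start or end, is at odds with the mm8 build in the notes, so positions are given on GRCm38. The table gives 24 names to more than 1 row, and the names of 26 rows had been turned into dates, so these genes could not be identified. These values are not corrected for composition between libraries, and whether they count single reads or read pairs is not given in the sources used here.

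Integer reads were recovered from the values, directly for the 24783 rows (86.6%) whose values stand in the proportion of whole numbers (relative tolerance 3e-13) and from the annotated length or as the smallest whole numbers otherwise. The library totals behind the values were 18310258, 18346828, 18452073 and 17621129 reads for Hdac3flox/flox replicates 1 and 2 and Hdac3cKO replicates 1 and 2. Recovered reads in genes were 18268753, 18305064, 18410602 and 17580416. Intervals of read ratios are exact 95% intervals (Clopper-Pearson) and cover counting error only, since PCR duplicates cannot be told from independent molecules.

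The plan written before the data were examined assumed gene counts and named limma on log2 values if the file held RPKM instead. As it held RPKM, log2(RPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3 (trend, not robust, genotype as the only term, 2 residual degrees of freedom), on genes with at least 0.5 RPKM in at least 2 libraries, with Benjamini-Hochberg adjustment over 15528 genes and a two-sided adjusted p under 0.05. A count with at least a 2-fold change is given as well, because of the readable genes of Supplementary Data 2 only H19 is marked as significant, which is past both limits, while 61 others with an adjusted p under 0.05 there are under a 2-fold change and not marked; the limit of 2 itself is an assumption. The same plan fixed 26 gene lists, from textbook knowledge of this tissue and of other cell types of the ovary. The lists of inflammation, cAMP signalling, macroglobulins, imprinted genes and adipocytes were chosen because of the study's own results on these libraries. Those of corpus luteum, steroid hormone synthesis and cell proliferation each hold a gene seen in its figures or tables. The list of EGF-like growth factors holds Areg, which the study reports as higher in these libraries and draws in Supplementary Fig. 6a. Lists were tested with camera (correlation 0.01, and estimated) and with fry, adjusted over the lists. Chromosomes were compared by Fisher's exact test. Genes were named by a rule of the same plan, namely genes named in the paper for these mice, genes of Supplementary Fig. 6a (read by eye, and seen with their direction when the rule was written), the 10 largest rises and 10 largest falls among genes called by at least 2-fold with an average log2 CPM of at least 1 and no overlap between genotypes, and up to 4 genes of each list with the smallest p. Myod1, one of the genes named in the paper, has no row in the deposited table.

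Alternatives were a pseudocount of 1 or 0.01, no filter, at least 1 RPKM or 10 reads in every library, protein-coding genes only, median-of-ratios size factors, limma voom on recovered reads, the replicate number as a block, and each library left out in turn. After the data were seen, a filter of 10 reads in at least 2 libraries and the removal of each library's trend with GC content and exon length (splines with 5 degrees of freedom, 97.1% of tested genes) were added. Near-identical copies were searched with BLAST 2.17.0 among annotated transcripts (at least 95% identity over at least 50% of the shorter transcript). Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

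The fit was tested on simulated data, with reads drawn for the real genes at the real means, totals and replicate spread, 200 genes changed and a list of 34 tested genes shifted by 0.34 on the log2 scale. Of the changed genes that were tested, limma on log2(RPKM + 0.1) called 44.6% of 65 at 1.5-fold, 65.1% of 63 at 2-fold and 79.7% of 64 at 4-fold, with 4 of the shifted genes and 7 false calls also among its 132 calls, and it called 0 genes when none was changed (limma voom called 0 as well). On the same simulated data, camera at the preset correlation passed the 0.05 limit for the 34 shifted genes and not for a list of 34 unchanged ones. The simulated genes were drawn independently of each other, so this cannot test the preset correlation on lists whose genes vary together.

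Pearson correlations of log2 values across genes were 0.975 and 0.9748 between replicates and 0.9626 to 0.9658 between genotypes. Replicates differed by more than counting error (chi-square per degree of freedom 2.09 for Hdac3flox/flox and 2.22 for Hdac3cKO, against 18.68 between genotypes), so no library is a copy of another. The first principal component held 49.5% of the variance and separated the genotypes, and the second held 27.4% and separated replicate 1 from replicate 2 in both genotypes. With the genotype on the first, the others can only hold differences between replicates, which correlated at 0.076 between the genotypes across genes. Libraries of GCs or oocytes treated with HDACi 4b were not analysed here.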

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

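The tests of the share of GCs and of tissue from outside the follicles in this part were chosen only after the result was seen, and the removal of the trend with GC content and exon length after the data were seen. In 4 gene lists that the paper does not discuss for these libraries, more genes were called higher than lower in Hdac3cKO against the control Hdac3flox/flox libraries, and with an estimated correlation between genes camera called none of the 4. Of 35 tested genes of cell proliferation, 29 were higher in Hdac3cKO, none was lower and 6 did not pass the test (35 higher when adjusted over the list alone). They include Pcna, the clamp of DNA polymerases (log2 fold change 0.51, adjusted p = 0.00412 from limma), Ccnd2, the cyclin that FSH induces (log2 fold change 0.61), and the replication helicase genes Mcm5 and Mcm4 (log2 fold changes 0.59 and 0.50). Pcna was known from the paper when this list was written, and Cdc45 had been seen in Supplementary Data 2. Of 20 genes of cholesterol synthesis, 16 were higher and none was lower (18 when adjusted over the list alone), with log2 fold changes of 0.66 for Idi1, 0.60 for Cyp51 and 0.58 for Mvk. Of 20 FSH-dependent genes, 14 were higher and 4 lower (15 and 4 when adjusted over the list alone). Cyp19a1, which encodes aromatase, rose (log2 fold change 0.89, adjusted p = 0.00893 from limma), as did Kitl and Inhbb, while Fshr, the FSH receptor, fell (log2 fold change −0.22, adjusted p = 0.0244 from limma; named after its value was seen). Of 16 genes of granulosa identity, 8 were higher and 4 lower, the same when adjusted over the list alone; 11 of these 16 also stand on the FSH list. By camera with a preset correlation the adjusted p were 3.0e-21 for proliferation, 7.1e-11 for cholesterol synthesis, 1.7e-05 for FSH-dependent genes and 0.023 for granulosa identity, and 0.6 for each of them with an estimated correlation. With median-of-ratios size factors, 31, 18, 14 and 8 genes of these lists were higher. Without Hdac3flox/flox replicate 1 the numbers were 2, 2, 2 and 0, and without any of the other libraries no gene of these lists was called higher.

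Most tested genes of proliferation (29 of 35) and cholesterol synthesis (16 of 20) were called higher, while 7 of 12 markers of blood vessels, 8 of 12 of stroma and 4 of 8 of smooth muscle were called lower; with an estimated correlation, camera called none of these lists (adjusted p = 0.6 to 0.7). A larger share of GCs in the Hdac3cKO samples could raise the genes of the first 2 lists, and the 16 granulosa identity genes had a median log2 fold change of 0.13 (SD 0.35 across the genes), against 0.34 for proliferation. With members that go both ways and many that depend on FSH, a larger share and a change within GCs cannot be told apart for the genes that rose. A larger share of GCs alone as the cause of the falls would lower oocyte genes alike, and is argued against by the 20 tested oocyte genes, with a median log2 fold change of 0.16 (SD 0.20 across the genes; 1 higher, none lower), against −0.39 for endothelium, −0.20 for stroma and −0.55 for smooth muscle. Less tissue from outside the follicles would spare oocytes and stays open, since the medians of these 3 lists lie up to 0.36 apart, with an SD of up to 0.42 across their genes, so it and a change within these cells cannot be told apart. Markers of the ovarian surface epithelium, also outside the follicles, had a median of 0.14, but Hdac3cKO replicates differed by 0.48 in it. Markers of leukocytes had a median of −0.24 (SD 0.61 across the genes) and those of theca cells −0.16 (SD 0.4). Replicates differed by up to 0.03 in the median of leukocytes and 0.06 in that of theca cells. A bias with GC content or exon length as the whole cause is argued against by 34 proliferation genes called higher after that trend was removed, all 29 called before among them. The removal shifted the genes upward on the whole, from a median log2 fold change of −0.036 to 0.029, but relative to the median of all genes proliferation stood at 0.376 before and 0.382 after, cholesterol synthesis at 0.428 and 0.435, endothelium at −0.354 both times, stroma at −0.164 and −0.165 and smooth muscle at −0.518 and −0.515. Markers called lower after it numbered 7, 6 and 3. An effect of the loss of Hdac3 within GCs also stays open, and differences in follicle stage between the mice were not tested.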

How the results depend on the processing

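Under the alternatives chosen beforehand, leave-one-out apart, 1100 fold changes of named genes kept their direction and side of the threshold, 48 lost their call and 39 gained one. No call of the original 2904 changed sign under any setting in which the gene was tested. Where not stated otherwise, the cause of a shift was not tested. Genes called by at least 2-fold (304) numbered 122 with a pseudocount of 1, which by construction shrinks folds of weakly expressed genes, 190 with no filter on low values and 133 with at least 1 RPKM in every library, where fewer genes are tested. Genes called at any fold (2904) numbered 954 with no filter, where 28611 genes are tested, and 4651 with limma voom. With no filter, Areg kept its log2 fold change of 2.138 and its adjusted p was 0.0892, its adjusted p under the others, leave-one-out apart, ranging from 0.00204 to 0.0297. Areg and Btc have no value with at least 1 RPKM in every library, nor have other named genes under the stricter filters. With an estimated correlation, camera called 0 of the 10 gene lists called at the preset one. With 1 library left out, where 1 residual degree of freedom remains and the lone library of its genotype is assumed to vary like the others, the called genes ranged from 0 to 98, those with at least a 2-fold change from 0 to 55 and the named genes called from 0 to 23, against 105. The log2 fold change of Hdac3 ranged from −0.347 to −0.332 and that of Areg from 1.749 to 2.527, each past no threshold. Of the 304 genes called by at least 2-fold, 283 or 284 still differed by at least 2-fold in each of these fits, called or not.

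With the replicate block, 2143 genes were called, 281 of them by at least 2-fold, and 1992 were shared with the 2904. Differences between replicates 1 and 2 in the genotypes correlated at 0.076 across genes, while the second principal component (27.4% of the variance) separated replicate 1 from replicate 2 in both. With the genotype on the first component, the second can only hold differences between replicates, so this split alone does not show a shared batch. Whether libraries of 1 number share a litter or a batch is not given in the sources used here. At 17621129 to 18452073 reads per library, 669 tested genes had fewer than 10 reads in every library. The Wald test of DESeq2 and the likelihood ratio test of edgeR were planned for counts and not run, and scaling by library totals alone is what RPKM already holds.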

Differences from the paper's values

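The paper counts 233 differentially expressed transcripts, 78 up and 155 down, without thresholds stated for this comparison. The 304 genes called here by at least 2-fold, 91 up and 213 down, do not differ from these by over 1.5 times. Nor do the numbers among genes with at least 10 reads in every library (224, 69 and 155) or among protein-coding genes (227, 72 and 155), with no filter (190, 67 and 123), with a pseudocount of 0.01 (291, 94 and 197), with median-of-ratios size factors (301, 104 and 197) or with the replicate block (281, 97 and 184). Those with a pseudocount of 1 (122, 40 and 82) and with at least 1 RPKM in every library (133, 47 and 86) do. So do those of limma voom in all and down (351 and 252, with 99 up) and those with 1 library left out. Of the alternatives added after the data were seen, the filter of 10 reads in at least 2 libraries differs in all and down (358 and 252, with 106 up). Removal of the trend with GC content and exon length does not (284, 107 and 177).

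The following values of the paper are from RT-qPCR in its Source Data (n = 3, errors propagated from its SEM). They are from mice 40 h after PMSG, except that no time is stated for the ratio of Bcl2 to Bax. The labels of the libraries name no PMSG, so the compared values differ in assay and animals. For Areg the paper's log2 fold change is 3.241 (error 0.217) and the value here 2.138 (standard error 0.365). Both rise. For Npr2 the paper's value is 1.432 (error 0.306) and the value here −0.042 (standard error 0.032). For Ereg the paper's value is 0.748 (error 0.380) and the value here 0.058 (standard error 0.126, adjusted p = 0.78 from limma; −0.059 without Hdac3flox/flox replicate 2), and for Nppc the paper's value is 0.689 (error 0.037) and the value here 0.964 (standard error 0.043). Nppc rises in both, and Ereg was not called here. None of the alternatives planned before the data were examined brought any of these 4 genes within the error of the paper's value. For Btc the paper's value is −0.105 (error 0.133) and the value here 0.075 (standard error 0.278), of opposite sign and neither past its error. Without Hdac3cKO replicate 1 the value of Btc is −0.1 and within the error of the paper's, and under the other alternatives planned before the data were examined that gave a value the signs differ. The ratio of Bcl2 to Bax was −0.289 (error 0.052) in the paper as a log2 fold change and −0.263 (error 0.155) here. For these RT-qPCR values of like sign, the limit was the larger of the paper's error and the error here. By it the ratio did not differ, except with a pseudocount of 1 (−0.17, error 0.116). With 1 library left out the ratio ranged from −0.427 to −0.1, where the errors here were wider.

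In the readable rows of Supplementary Data 2, the paper's log2 fold changes were 0.657 for Ccnd2, 0.645 for Cyp51 and 0.148 for Sp1, and the values here 0.612, 0.6 and 0.104. Among the alternatives planned before the data were examined, median-of-ratios size factors gave 0.656, 0.643 and 0.147, within the standard error of the paper's values, and so did leaving out Hdac3flox/flox replicate 1 or Hdac3cKO replicate 1 for all 3 genes and Hdac3cKO replicate 2 for Cyp51. The other alternatives did not. For Cyp51, leaving out Hdac3cKO replicate 1 or 2 gave 0.605 and 0.595, hardly moved, with a wider standard error (0.051 against 0.037). Size factors scale all genes of a library alike, and over the readable tested genes the median difference from the paper's table was −0.043.

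The paper states that Hdac3 depletion stopped GC proliferation, from PCNA protein staining (Supplementary Fig. 2f). The samples are unlike, since staining shows protein in single cells, while these libraries hold RNA of many cells with Hdac3 still at 19.28 RPKM against 24.42. In these libraries Pcna RNA rose from 73.8 ± 0.378 to 105.5 ± 1.69 RPKM (SD, n = 2 each), with 29 of 35 proliferation genes higher. C3 is drawn as higher in Hdac3cKO in Supplementary Fig. 6a. Here the C3 log2 fold change of 1.902 did not pass the test (adjusted p = 0.0541). It was called with at least 1 RPKM (adjusted p = 0.0271) or 10 reads (adjusted p = 0.0217) in every library, among protein-coding genes (adjusted p = 0.0122), with median-of-ratios size factors (adjusted p = 0.0492), with limma voom (adjusted p = 0.00666) and with the replicate block (adjusted p = 0.0324). It was also called under the 2 alternatives chosen after seeing the values, with 10 reads in at least 2 libraries (adjusted p = 0.0301) and with the trend with GC content and exon length removed (adjusted p = 0.0425), and each of these drops 0 of the 35 genes of that figure called here. Across all settings its adjusted p ranged from 0.00666 to 0.203.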

Other observations

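The tests in this part on near-identical copies, on linked DNA, on strain differences and on fat cells were chosen only after the result was seen, and the one on counting error before. Genes of steroid hormone synthesis changed in both directions, with 5 of 17 higher and 6 lower (6 and 6 when adjusted over the list alone). Akr1c14, which reduces steroids, fell by 0.83 on the log2 scale (standard error 0.030, adjusted p = 0.00267 from limma), and Hsd3b1, which makes progesterone, fell by 0.25. Of 12 genes of the corpus luteum, 3 were higher and 6 lower, the same when adjusted over the list alone; Prlr, the prolactin receptor, fell by 0.34. Each of these lists holds a gene that the study picked from these libraries. Of 11 genes of NPPC, NPR2 and cGMP, Nppc and Npr3, the clearance receptor of natriuretic peptides (log2 fold change 1.39, adjusted p = 0.00968 from limma), were higher and Npr1 and Pde9a lower, the same when adjusted over the list alone. Of 20 imprinted genes 3 were higher, among them Peg10 (log2 fold change 0.77), and 4 lower, among them Nnat (log2 fold change −0.85) and Meg3 (log2 fold change −0.70); 4 and 7 when adjusted over the list alone. Of 4 macroglobulin genes 3 were lower, the same when adjusted over the list alone. The last 2 lists were chosen from the study's results on these libraries. By camera with a preset correlation, the adjusted p were 0.5 for steroid synthesis, 0.37 for corpus luteum, 0.78 for cGMP, 0.74 for imprinted genes, 0.005 for macroglobulins (0.6 with an estimated correlation), 0.74 for EGF-like growth factors, 0.28 for theca cells, 0.24 for leukocytes, 0.74 each for surface epithelium, oviduct and erythroid cells and 0.92 for deacetylases and transcription factors.

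Of the 14 genes expressed in 1 genotype and nearly silent in the other, 6 have no near-identical annotated transcript of another gene and 8 have one. For 6 of these 8, namely Mug1, Mug2, Mug-ps1, Gm13303, Gm21093 and Gm3375, CPM summed with the measured copies fell. It fell by at least 0.5 of the gene's own fall, by more than the replicates differed. For Mug1, Mug2 and Mug-ps1 this decides little, since their copies are mostly one another and were picked because they fell. For Gm13303, Gm21093 and Gm3375, reads passed to a measured copy as the whole cause are argued against. Of the copies of Gm13303, 11 of 12 were measured, and of those of Gm3375, 1 of 2. Reads passed to an unmeasured copy stay open. The sum fell by 75.8 for Mug2 (own fall 31.2) and by 17.7 for Gm3375 and Psmb5 (own fall 24.4, replicates up to 5.18 apart). Reads shared within a family leave open which of its members fell. For Gm10020 and Rpl15-ps2, near-identical to Rpl15, summed CPM of the 8 genes of this family changed by −22.0 while that of the 2 pseudogenes changed by −65.0 and that of Rpl15 by 44.1; with replicates up to 17.6 apart, shared reads and a change of Rpl15 itself cannot be told apart. Of the 14 genes, 0 lay within 10 Mb of Foxl2 or Hdac3, which argues against a DNA segment around Foxl2 itself for these 14 only. Genes with smaller changes lie within 10 Mb of Foxl2, among them Slc38a3 and Rab6b (log2 fold changes −2.57 and 1.78). In that window 3 of 160 tested genes were called by at least 2-fold, an odds ratio of 0.98. The position of the 14 genes cannot decide on a segment linked to the Foxl2-CreERT2 transgene, for which the paper gives no insertion site. Nor does it test a segment around Hdac3, since both genotypes are Hdac3flox/flox. A strain difference elsewhere may be a candidate explanation, since 6 of the 14 lie within 1 Mb of another one. They are the near-identical Gm13303 and Gm21093 on chromosome 4, and Gm7298, Mug1, Mug2 and Mug-ps1 on chromosome 6. Closeness of related genes and reads shared between them could alone give this. Rpl15 and Psmb5, the parents of 3 pseudogenes of the pattern, both lie on chromosome 14, but their distance was not tested. By the Methods the controls were Cre-negative offspring of the same cross, so a strain difference unlinked to the transgene would have to follow genotype by chance. Shared regulation of neighbours would look alike without the mice's DNA, so the explanations cannot be told apart. The loss of Hdac3 in GCs also stays open.

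Cfd and Car3 rose in Hdac3cKO from a few reads. Counting error is argued against, since the exact 95% intervals of their read ratios lie above 10.5. Fat cells in the Hdac3cKO samples are a candidate explanation that stays open. The summed reads of the 8 fat markers below the filter had a ratio of 1.68 (exact 95% interval 1.32 to 2.14). Most of their Hdac3flox/flox reads were those of Fabp4 and Pck1, so the ratio mostly reflects these genes. Pck1 went from 22 and 13 reads to 19 and 29. Adipoq rose from 0 to 9 and 11 reads, Cidec from 0 to 2 and 8, and Retn from 0 and 1 to 7 and 4. Cidea went from 7 and 4 to 5 and 1 and Fabp4 from 28 and 34 to 27 and 56. Of the 20 adipocyte genes in the deposited data, 5 had both Hdac3cKO libraries above both Hdac3flox/flox libraries, Cfd and Car3 among them. Of 12 tested adipocyte genes 2 were higher and 4 lower (2 and 5 when adjusted over the list alone, camera adjusted p = 0.28). Cd36 and Plin1, at 16.8 and 12.6 RPKM in the Hdac3flox/flox libraries, and Plin4 were among the lower. Plin4, Adipoq, Cidec, Retn, Cidea, Fabp4 and Pck1 were named after their values were seen. A rise of these genes in cells of the ovary was not tested.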
